# Roles of sonic hedgehog signaling in retinal patterning and neurogenesis during mammalian eye development

**DOI:** 10.1242/dev.205143

**Published:** 2026-05-12

**Authors:** Miranda R. Krueger, Simranjeet K. Cheema, Sergi Simo, Edward M. Levine, Nadean L. Brown, Anna La Torre

**Keywords:** Sonic hedgehog, Optic vesicle, Retinal neurogenesis, Optic cup patterning, Mouse

## Abstract

The sonic hedgehog (Shh) signaling pathway is essential for the patterning, growth and morphogenesis of many tissues. During early eye development, Shh is required for the formation of the two optic vesicles, which give rise to the retina, retinal pigment epithelium and optic stalk. It also regulates the balance between proliferation and differentiation during retinal histogenesis, a key process shaping the cellular architecture of the mature retina. Despite these roles, the temporal dynamics, regional functions and downstream consequences of Shh signaling during retinal development remain incompletely understood. Here, we performed a comprehensive analysis of Shh pathway function across retinal development in mice using temporally and spatially controlled deletion of smoothened (Smo), an essential pathway transducer. This strategy revealed context-dependent requirements for Shh signaling in eye patterning. In addition, we find that Shh signaling coordinates retinal neurogenesis by maintaining the progenitor pool while regulating progenitor competence, ensuring appropriate proportions of retinal cell types. Together, our findings identify new links between Shh signaling, regional patterning and the temporal control of neurogenesis during mammalian retinal development.

## INTRODUCTION

The vertebrate eye is a complex organ primarily composed of the retina, optic nerve, retinal pigment epithelium (RPE), iris, ciliary body and lens. Each of these components fulfills distinct but essential functions. Accordingly, all these tissues need to be assembled in an exquisitely precise three-dimensional organization that is achieved during development (Fuhrmann, 2010; Casey et al., 2023; Zhang et al., 2023b).

The development of the eye begins when a patch of anterior neural plate cells, known as the eye field, is specified by a conserved gene regulatory network (Zuber et al., 2003), which in mice occurs at around embryonic day (E) 7. Influenced by different signaling molecules, including sonic hedgehog (Shh) (Chiang et al., 1996; Ohtsuka et al., 2022), the eye field separates into bilateral optic vesicles that evaginate from the ventral diencephalon at ∼E8. These vesicles grow laterally and are subsequently triggered by the surface ectoderm to invaginate into optic cups, but remain connected to the brain through the optic stalks. Each optic cup consists of an outer layer that will become the non-neuronal RPE and an inner layer that will differentiate into the neural retina. The optic cup is patterned along its dorsal-ventral, nasal-temporal and proximo-distal axes by multiple extrinsic factors (Stull and Wikler, 2000; Sakuta et al., 2001; Murali et al., 2005; Picker and Brand, 2005; Kobayashi et al., 2010). These patterning processes produce specialized retinal subdomains such as the optic nerve head (ONH) and the ciliary marginal zone (CMZ) (Torres et al., 1996; Reh and Levine, 1998; Marcucci et al., 2016).

Between E11 and E12, mouse retinal progenitor cells (RPCs) begin to exit cell cycle and differentiate following a conserved sequence. Retinal neurogenesis begins with the production of retinal ganglion cells (RGCs), cone photoreceptors, horizontal cells and GABAergic amacrine cells, including the starburst subtype, that appear at early stages of development, while glycinergic amacrine cells, rod photoreceptors, bipolar cells and Müller glia are generated later (Livesey and Cepko, 2001; Rapaport et al., 2004; Wallace, 2011; Clark et al., 2019).

All these intricate developmental processes are essential for establishing the proper architecture and functionality of the eye, ultimately enabling vision. Disruptions during early specification and patterning can lead to congenital eye malformations such as anophthalmia, microphthalmia, coloboma or optic nerve hypoplasia (Cavodeassi et al., 2019).

The formation and patterning of the different regions and cells within the optic cup involve a complex network of signaling pathways and molecules, such as Shh, Notch, bone morphogenetic proteins (BMPs), fibroblast growth factors (FGFs) and retinoic acid (RA) (Levine et al., 1997; Hyer et al., 1998; Vogel-Hopker et al., 2000; Zhao et al., 2001, 2010; Zhang and Yang, 2001b; Perron et al., 2003; Esteve and Bovolenta, 2006; Morcillo et al., 2006; Duester, 2009; Riesenberg et al., 2009; Bosze et al., 2023). However, the precise roles of these pathways at different stages of development, as well as their interactions, are not yet clear.

Shh is a secreted glycoprotein initially expressed by the ventral midline of the neural tube (Ericson et al., 1995; Dale et al., 1997). Upon binding to the patched 1 (Ptch1) receptor on target cells, inhibition of the GPCR transmembrane protein smoothened (Smo) is relieved (Taipale et al., 2002; Lum and Beachy, 2004). Downstream of Smo, a multimolecular network transduces Shh signaling that ultimately modifies the activity of Gli proteins. Accordingly, in the absence of Shh, Ptch1 inhibits Smo, and Gli proteins undergo proteolytic processing, resulting in truncated, repressive forms (Hui and Angers, 2011). Conversely, when Shh signaling is active, full-length Gli proteins accumulate in the nucleus, promoting the transcription of key target genes, including *Gli1* and *Ptch1* (Bonifas et al., 2001).

Widespread loss of Shh signaling at early stages of development results in severe morphological and structural abnormalities, including the failure of the anterior neural plate to properly split into symmetrical bilateral regions, resulting in cyclopia (Chiang et al., 1996) and holoprosencephaly (Roessler et al., 1996). Previous studies have also implicated Shh in the establishment of spatial axes. In chicken and mouse embryos, BMP and Shh signaling exhibit antagonistic effects through the dorsal determinant *Tbx5* and its ventral counterpart *Vax2* to establish dorsal and ventral fates of the optic cup, respectively (Zhang and Yang, 2001b). However, the full extent of Shh function in organizing the regional patterning of the developing eye remains incompletely understood.

Here, we investigate the distinct roles of Shh signaling across multiple stages of eye development by generating Shh loss-of-function models using *Smo* conditional mutant mice and leveraging the activities of different Cre drivers to precisely control the timing and location of loss of *Smo* activity. Our data reveal regionally biased effects of Shh signaling in ONH cell identity, particularly in the nasal-ventral quadrant of the optic cup. Similarly, we demonstrate a previously unrecognized function for the Shh pathway in nasal-temporal retinal patterning in the mammalian retina.

Previous studies have shown that Shh is expressed by RGCs, acts on RPCs, and is essential for the proper control of RPC proliferation (Wang et al., 2002; Dakubo et al., 2003; Wall et al., 2009). However, the extent to which Shh roles influences the specification of the other major retinal cell classes has not been reported (Zhang and Yang, 2001a; Wang et al., 2005; Sakagami et al., 2009). Here, we show that *Smo* ablation disrupts the normal balance of all retinal cell populations through both precocious cell cycle exit and misregulation of progenitor competence timing.

Together, these findings underscore the crucial and multifaceted role of Shh in shaping retinal architecture. Our study advances our understanding of the molecular mechanisms guiding spatial and temporal organization in the developing eye and provides a foundation for investigating how disruptions in Shh signaling contribute to congenital ocular disorders.

## RESULTS

### The timing and location of Cre activity determine the severity of Shh pathway disruption in conditional *Smo* mutants

Smo is a crucial transducer in the Shh signaling pathway, conveying signals from the Shh ligand to downstream effectors that regulate gene expression (Alcedo et al., 1996; van den Heuvel and Ingham, 1996) (Fig. 1A). To investigate the effects of Shh pathway disruption in the developing retina, we employed a conditional loss-of-function approach by using a *Smo^CKO/CKO^* allele (Long et al., 2001) crossed with either Chx10-Cre (also known as Vsx2-Cre) or Rax-Cre drivers.

**Fig. 1.**
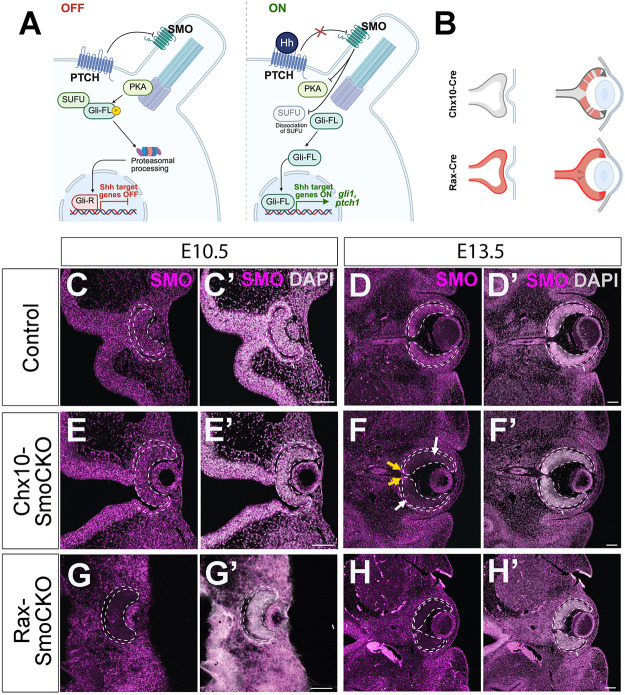
**Two Cre lines drive *Smo* ablation in the developing eye.** (A) Simplified diagram of Shh signaling. (B) The expression of Cre in Chx10-Cre and Rax-Cre lines is indicated in red, note the earlier and broader expression of Rax-Cre. (C-H′) *Smo* (magenta) expression at E10.5 and E13.5 in the different transgenic lines. Tissues have been counterstained with DAPI (gray, in C′,D′,E′,F′,G′ and H′). Note *Smo* expression in some retinal progenitor cells (white arrows) and in the cells of the optic nerve head (yellow arrows). Dashed line indicates outline of optic cup and vesicle at respective time points. Scale bars: 100 μm.

Chx10-Cre is active in RPCs starting at E10 in a mosaic pattern (Rowan and Cepko, 2004) (Fig. 1B). In contrast, Rax is expressed earlier, starting at E7.5 (Furukawa et al., 1997; La Torre et al., 2015) and the Rax-Cre is active from E8 in the ventral thalamus/hypothalamus and optic vesicle, cup and stalk, and all subsequently arising tissues such as the RPE, ONH, ciliary body and all retinal cell types (Bosze et al., 2020; Brown et al., 2026) (Fig. 1B).

RNAscope *in situ* hybridization (ISH) confirmed *Smo* mRNA ablation (hereafter called SmoCKO). At E10, only Rax-SmoCKO showed complete ablation (Fig. 1C,C′,G,G′), while Chx10-SmoCKO retina remained unaffected (Fig. 1E,E′). By E13.5, both mutants lost *Smo* throughout the retina, but Chx10-SmoCKO RPCs retained mosaic expression (Fig. 1F,F′), while Rax-SmoCKO (Fig. 1H,H′) also lost *Smo* in the RPE, ONH and optic stalkcompared to the control (Fig. 1D,D′), with a concomitant reduction in *Gli1* and *Ptch1* (Fig. S1). Thus, earlier and broader Rax-Cre activity predicts distinct defects in optic cup morphogenesis and patterning. In Chx10-SmoCKO, residual wild-type clones may partially mitigate some effects, potentially masking certain early Shh requirements.

### Rax-Cre deletion of *Smo* causes embryonic microphthalmia, coloboma and optic nerve head defects

Because Rax-Cre is active earlier than Chx10-Cre and deletes genes uniformly in all optic vesicle derivatives (Fig. 1; Fig. S1), we predicted that Rax-SmoCKO eyes would fully reveal roles for Shh signaling during optic cup morphogenesis. Indeed, only E13.5 Rax-SmoCKO eyes appeared smaller than those of controls (Fig. 2). To quantify this phenotype, we measured eye diameter and length among control and Chx10-SmoCKO eyes or control and Rax-SmoCKO littermates (Fig. 2A-E). Notably, the Rax-SmoCKO eyes also uniquely had a significant reduction in vitreal space (Fig. 2F), further indicating early morphogenetic abnormalities that are not observed when *Smo* is deleted at later stages.

**Fig. 2.**
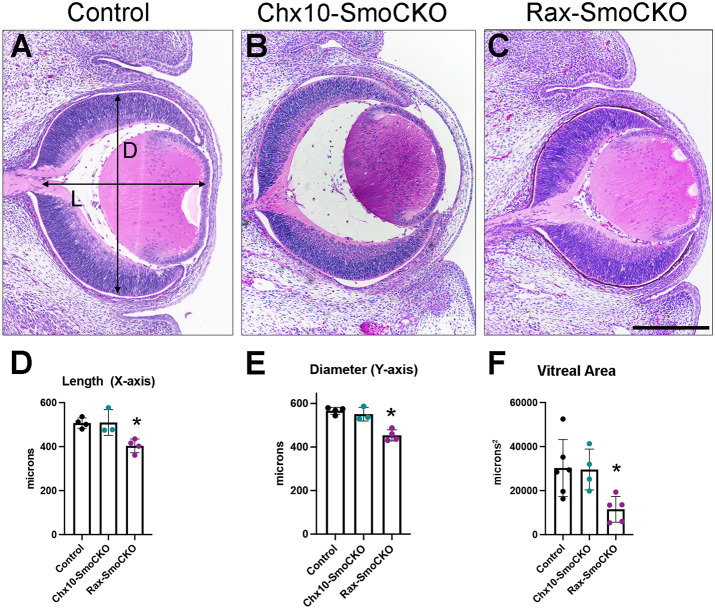
***Smo* ablation resulted in smaller eye size in Rax-SmoCKO but not in Chx10-SmoCKO mice.** (A-C) Hematoxylin and Eosin staining of paraffin sections at E13.5. Scale bar: 100 μm. (D) Quantifications of eye length (L; *x*-axis) showed a reduction in size in Rax-SmoCKO eyes (*P=0.011, one-way ANOVA). (E) Quantifications of eye diameter (D; *y*-axis) also showed a reduction in Rax-SmoCKO eyes (*P=0.019, one-way ANOVA). (F) Similarly, Rax-SmoCKO eyes exhibited a substantial decrease in vitreal area compared to the other models (*P=0.029, one-way ANOVA).

Shh plays a crucial role in ventral eye patterning (Zhao et al., 2010) and its disruption has been associated with a failure to close the optic fissure, or coloboma, in animal models (Zhang et al., 2009; Gordon et al., 2018) and human patients (Schimmenti et al., 2003). Consistent with these reports, we found that E13.5 Rax-SmoCKO eyes contained persistent optic fissures (Fig. S2), whereas Chx10-Cre-SmoCKO eyes were indistinguishable from wild-type controls (data not shown). We conclude that the specificity of this conditional phenotype is likely due to the ability of Rax-Cre to remove genes from the optic vesicle, cup and stalk, whereas Chx10-Cre is confined to RPCs. Given these findings, we largely restricted our subsequent studies to Rax-SmoCKO embryos.

To further investigate how an early loss of Shh signaling impacts optic cup patterning, we examined the expression of key regional markers. In the optic vesicle, the transcription factors Pax2 and Pax6 are initially co-expressed but soon resolve into complementary domains: Pax6 becomes restricted to the presumptive neural retina and RPE, while Pax2 localizes to the optic ONH and stalk. This spatial segregation is essential for establishing a local neural-glial boundary at the back of the retina and for distinguishing it from adjacent forebrain structures (Schwarz et al., 2000; Bäumer et al., 2003; Bosze et al., 2021). Thus, we examined the expression of Pax2 and Pax6 at multiple stages of embryonic development using immunohistochemistry. By E10.5, control eyes displayed the expected overlap of Pax2 and Pax6 in the optic vesicle, marking an early stage before the boundary between the retina and the ONH is formed (Fig. 3A,A′). In Rax-SmoCKO retinas, we also observed co-expression of these two transcription factors; however, Pax2 expression appeared to be reduced and more centrally restricted, suggesting a possible delay or disruption in optic stalk specification in the absence of Shh signaling (Fig. 3B,B′). By E13.5, control retinas displayed a well-defined boundary between the neural retina and the ONH, marked by complementary expression domains, with Pax6 confined to the retinal neuroepithelium and Pax2 restricted to the optic stalk and ONH (Fig. 3C,C′). In Rax-SmoCKO eyes, this organization was disrupted, most notably along the nasal side of the ONH (Fig. 3D,D′). In many cases, Pax2^+^ cells were almost completely absent from the nasal ONH, and Pax6^+^ retinal tissue extended abnormally into the optic stalk territory, reflecting a severe disruption in the establishment or maintenance of this tissue boundary (Fig. 3G). In the temporal side, Pax6 and Pax2 were frequently co-expressed inappropriately in some cells of the ONH, and the remaining Pax2^+^ domain appeared to be narrowed and disorganized. Similarly, reductions in Pax2 expression were also observed along the ventral retina when analyzing the ventral-dorsal axis, further supporting a regionally biased disruption of optic stalk and ONH identity in the absence of Shh signaling (Fig. 3E,F).

**Fig. 3.**
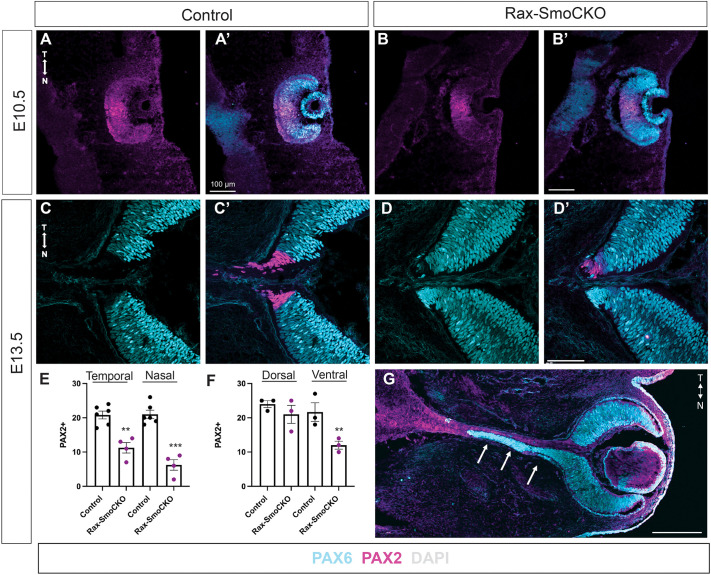
**Rax-SmoCKO eyes exhibited optic nerve head defects.** (A-D′,G) Pax2 (magenta) and Pax6 (teal) immunostainings at E10.5 (A-B′) and E13.5 (C-D′,G). (E,F) Quantifications of the number of Pax2^+^ cells in the different regions of the optic cup at E13.5. Note the ectopic growth of Pax6^+^ retinal tissue within the nasal part of the optic cup in G (arrows). **P<0.001, ***P<0.0005 (unpaired two-tailed Student's *t*-test). Scale bars: 100 μm (A-B′); 50 μm (C-D′); 150 μm (G).

### Nasal-temporal patterning is affected in Rax-SmoCKO retinas

Given the unexpected ONH defects found that align to both dorso-ventral and nasal-temporal axes in Rax-SmoCKO eyes, we directly tested whether nasal-temporal retinal patterning was affected following loss of *Smo*. The establishment of this axis coincides with the mutually exclusive expression of Foxg1 in the nasal retina and Foxd1 in the temporal retina, which also act to restrict each other's expression domains (Hatini et al., 1994; Bourguignon et al., 1998; Herrera et al., 2004; Picker et al., 2009; Takahashi et al., 2009; Carreres et al., 2011).

At E10, Foxg1 protein and *Foxd1* mRNA expression were unaffected, indicating that the initial establishment of nasal and temporal identities occurred independently of Shh signaling (Fig. 4A,B). By E13.5, however, these expression domains were disrupted in Rax-SmoCKO retinas (Fig. 4C-F): Foxg1, typically restricted to the nasal retina with a gradient that ends before the ONH, extended into the ONH domain and was ectopically expressed in temporal patches (Fig. 4D, arrows). *Foxd1*, normally confined to the temporal retina, also showed irregular and ectopic expression on the nasal side (Fig. 4F, arrows). These findings suggest that, although Shh signaling may be dispensable for early nasal-temporal specification, it is required during a defined developmental window for maintenance and refinement of this axis. To further validate this hypothesis, we also investigated the expression patterns of Foxg1 and Foxd1 in Chx10-Cre; SmoCKO retinas. In contrast to Rax-Cre; SmoCKO retinas, Chx10-Cre; SmoCKO retinas did not exhibit detectable alterations in nasal-temporal patterning at E13 (Fig. S3).

**Fig. 4.**
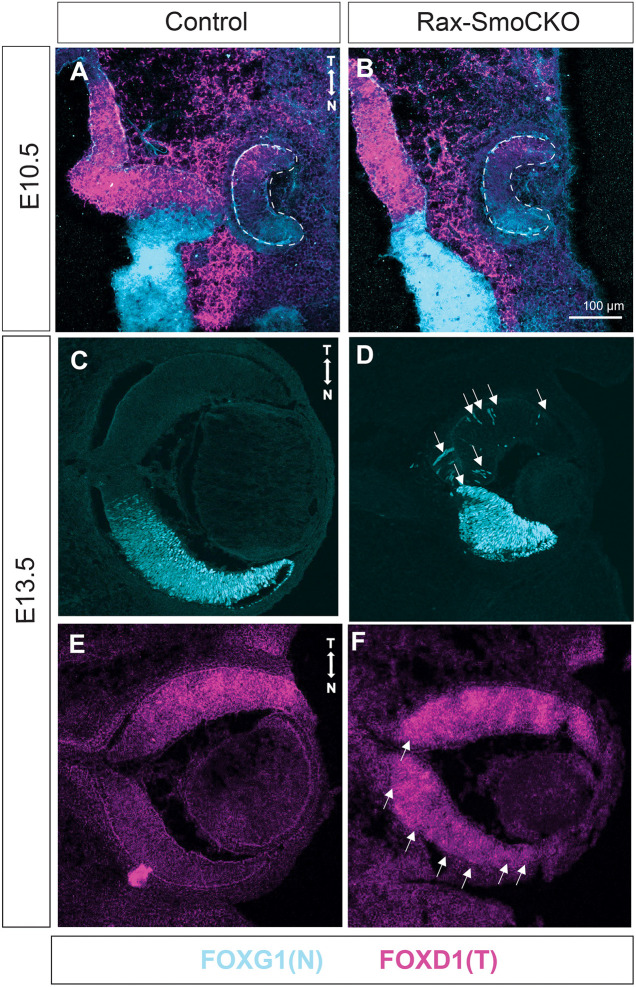
**Nasal-temporal patterning defects in Rax-SmoCKO mice.** (A-F) FoxG1 immunostaining (teal) and *FoxD1* RNA ISH (magenta) at E10.5 (A-B′) and E13.5 (C-F). Note the ectopic expression of these markers in the Rax-SmoCKO samples at E13.5 (arrows in D and F). Dashed line indicates outline of the optic cups. N, nasal; T, temporal. Scale bar: 100 μm.

### At early embryonic stages, Rax-SmoCKO eyes displayed altered transcriptomic landscapes and cellular composition

Given the morphological defects observed in Rax-SmoCKO eyes, including microphthalmia, we performed bulk RNA-seq on dissected E13.5 retinas to identify underlying transcriptional changes. 

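RNA from isolated retinas was profiled by 3′-Tag-Seq, in which each read comes from the 3′ end of a transcript, so that a gene's count does not grow with its length. The values cover 4 control libraries, which carry the conditional Smo allele without Cre, and 4 Rax-SmoCKO libraries. The methods give 5 Rax-SmoCKO samples, and 4 were analysed here. The results place the retinas at E13.5, whereas the sample labels run from day 13 in the first control to day 20 in the last Rax-SmoCKO library, rising by 1 from each sample to the next, and the age in the results is used here. The authors trimmed the reads, aligned them to the mouse genome and counted them per Ensembl gene with featureCounts, and the deposited table holds whole-number counts for 57180 genes. Library totals were 3017480 to 4328567 counts (median 3735224) in control and 3026843 to 4615667 (median 3945325) in Rax-SmoCKO, beside the 4 M reads per sample that the methods state. Because these totals differ, the values were taken as counts without scaling, although the title of Table S1 calls them normalized. Levels are given as CPM, a gene's count scaled to the size of its library. Counts were scaled by TMM and compared with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over the 14730 genes with at least 5 counts in at least 4 of the 8 libraries. The sources used here do not say whether the libraries came from separate embryos or pools, so the tests measure the spread between these samples.
The libraries also differed in lens and sex-linked counts. Control replicate 2 held 16339 CPM of lens crystallins and other lens genes, against 6.62 to 12.0 in the other control libraries and 8.64 to 398.4 in Rax-SmoCKO. Rax-SmoCKO replicates 2 and 3 held 1131 and 893 counts of Y-linked genes and 2 and 0 of Xist, whereas the other libraries held at most 1 Y-linked count and at least 1389 of Xist. The first principal component took 25.2% of the variance and placed control replicate 2 and Rax-SmoCKO replicate 2 at one end, at 33.4 and 29.3.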

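Smo encodes the membrane protein that passes the Shh signal into the cell, and Gli1, Ptch1 and Hhip are genes that the pathway switches on. Smo and Gli1 fell in Rax-SmoCKO retinas. Smo, on chromosome 6 of GRCm38 from 29735503 to 29761365, had 21.2 ± 3.41 CPM (SD, n = 4) in control and 3.67 ± 0.91 (SD, n = 4) in Rax-SmoCKO. This is a log2 fold change of -2.50 (standard error 0.21, adjusted p = 0.000254 from edgeR's quasi-likelihood test). Gli1, a transcription factor at the end of the pathway, had 20.5 ± 6.71 CPM (SD, n = 4) in control and 2.57 ± 1.52 (SD, n = 4) in Rax-SmoCKO, a log2 fold change of -2.95 (standard error 0.37, adjusted p = 0.00438 from the same test). For each of these genes every Rax-SmoCKO library lay below every control library (exact permutation test, two-sided p = 0.029, the smallest that 4 against 4 allow). A list of 4 Hedgehog target genes was fixed before the deposited table was examined. All were below 0, 1 passed the threshold over all genes and all 4 passed when adjusted over the list alone. The study had named genes of this list from these samples, so the list is not independent evidence of its direction. Ptch1, the receptor of Shh, had a log2 fold change of -0.60 (standard error 0.11, adjusted p = 0.0679 from edgeR). Without control replicate 3, which held 73.6 CPM of the list against 107.8 to 113.1 in the other controls, its adjusted p was 0.00985. Ptch1 did not pass with any other single library left out. The ligand-binding antagonist Hhip had a value of -1.37 (standard error 0.32, adjusted p = 0.172 from edgeR) and overlaps Gm27820 on the opposite strand. As a set the target genes were lower with limma's camera (adjusted p = 2.22e-07 with a preset correlation of 0.01, and adjusted p = 0.0918 with an estimated correlation). The sources used here do not give the part of Smo that is deleted or where its 3′ tags lie, so its count is not a check of the deletion. Gli1 overlaps Arhgap9 on the opposite strand, and the sources used here do not say whether counting used strand.

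**Figure D1:**
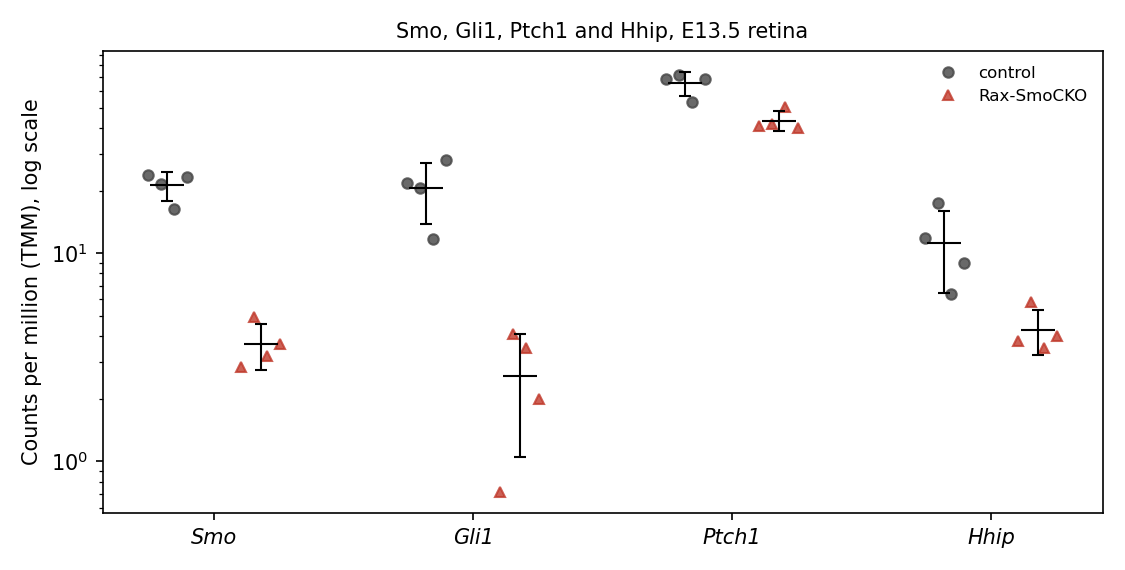
CPM values, scaled by TMM and drawn on a log axis, of Smo, Gli1, Ptch1 and Hhip in each of the 4 control (circles) and 4 Rax-SmoCKO (triangles) libraries, with the mean and SD of each group in black. All Rax-SmoCKO points lie below the control points of the same gene, with means of 21.2 and 3.67 for Smo.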

As expected, these experiments quantitatively validated a significant reduction in *Smo* levels in Rax-SmoCKO retinas, along with downregulation of *Gli1*, *Ptch1* and *Ptch2* (Fig. 5A,B; Table S1). 

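Neither the genes of the Shh co-receptors nor a list of primary cilium genes held a member past the threshold. Cdon, Boc, Gas1 and Lrp2 encode cell-surface proteins that help Ptch1 bind Shh. Their log2 fold changes were 0.18 for Cdon (standard error 0.09, adjusted p = 0.546 from edgeR), 0.12 for Boc, 0.12 for Gas1 (-0.081 without Rax-SmoCKO replicate 2) and -0.19 for Lrp2 (standard error 0.24, adjusted p = 0.853). Of 35 cilium genes tested, such as the intraflagellar transport genes that carry cargo along the axoneme, 16 were above 0 and 19 below. Ift27 had the smallest p, with a log2 fold change of -0.55 (standard error 0.16, adjusted p = 0.32). Of the 39 genes of these lists together, 0 passed in edgeR, 0 in DESeq2 and 0 in limma-voom, also when adjusted over the list alone in edgeR, and 3 were lower at an unadjusted p under 0.05 in edgeR. DESeq2 gave no adjusted p for 15 of the cilium genes and 1 of the co-receptor genes. The sets did not pass against other genes (camera, adjusted p = 0.505 for the co-receptors and adjusted p = 0.673 for the cilium genes). Outside the list, and named after its values were seen, the intraflagellar transport gene Ift70b rose by 1.398 on the log2 scale (standard error 0.15, adjusted p = 0.00141 from edgeR), from 8.92 ± 0.62 CPM (SD, n = 4) in control to 23.7 ± 3.62 (SD, n = 4) in Rax-SmoCKO. It lies on chromosome 2 of GRCm38 from 75935849 to 75938585, beside the similar gene Ift70a1, with which it may share reads. The summed CPM of Ift70b, Ift70a1 and Ift70a2 was 34.7 to 39.6 in Rax-SmoCKO and 18.2 to 24.3 in control. This argues against reads moving between these genes as the cause of the rise. How reads that match several genes were handled is not given in the sources used here, so other effects of shared reads stay open. A strain haplotype, a stretch of variants inherited together, linked to this region cannot be told apart from a response to Smo loss.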

Not all known Shh pathway targets were affected; we did not detect any significant changes in the mRNA levels of Shh co-receptor genes or genes expressed within primary cilia (Fig. 5B). Immunolabeling further confirmed the absence of significant changes in co-receptor expression, with the exception of a spatially expanded expression domain of Cdo (Cdon) (Fig. S4). 

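Shh, the secreted ligand of the pathway, had 2.35 ± 0.34 CPM (SD, n = 4) in control and 4.73 ± 0.86 (SD, n = 4) in Rax-SmoCKO, or 8.75 and 18 counts per library on average. Every Rax-SmoCKO library lay above every control library (exact permutation test, two-sided p = 0.029). The log2 fold change was 0.97 (standard error 0.27), with an adjusted p of 0.277 from edgeR's quasi-likelihood test, so that the difference did not pass the threshold over all genes. Shh overlaps 9530036O11Rik and Gm26894 on the opposite strand.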

Interestingly, this dataset also revealed an upregulation of *Shh* itself. This increase may reflect a higher number of RGCs, the primary source of Shh in the developing retina. It has been well-characterized that as RGCs begin to differentiate, they produce and secrete Shh, which, in turn, influences the proliferation and patterning of surrounding RPCs (Neumann and Nuesslein-Volhard, 2000; Zhang and Yang, 2001a; Wang et al., 2005; Ringuette et al., 2016). Therefore, elevated Shh expression could be indicative of an expanded RGC population. 

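Genes of retinal ganglion cells (RGCs), the first neurons to form in the retina, were on the whole higher in Rax-SmoCKO. A list of RGC genes was fixed before the deposited table was examined, when Fig. 5B and the first lines of Table S1 had been seen. In it 41 of 45 tested genes were above 0, with a mean log2 fold change of 0.33. None passed the threshold over all genes in edgeR, 19 were higher and none was lower when adjusted over the list alone, and 27 were higher at an unadjusted p under 0.05. With DESeq2, 7 genes of this list passed over all genes, and with limma-voom 0. The set was higher with camera (adjusted p = 2.17e-13 with the preset correlation, and adjusted p = 0.472 with an estimated correlation). Without the genes that the study named from these samples, 40 genes were left, with a mean of 0.31 (camera, adjusted p = 1.51e-10). Members in the lines of Table S1 already seen were not removed. Pou4f2, a transcription factor of RGC differentiation, had 229.3 ± 15.2 CPM (SD, n = 4) in control and 322.8 ± 49.5 (SD, n = 4) in Rax-SmoCKO, a log2 fold change of 0.49 (standard error 0.10, adjusted p = 0.103 from edgeR). Its adjusted p was 0.0227 without Rax-SmoCKO replicate 2, and it did not pass with any other single library left out. Its relatives Pou4f1 and Pou4f3 had log2 fold changes of 0.39 (standard error 0.10, adjusted p = 0.243) and 0.88 (standard error 0.29, adjusted p = 0.377). Sox4 had a value of 0.34 (standard error 0.07, adjusted p = 0.126) and the neurofilament gene Nefl one of 0.37 (standard error 0.09, adjusted p = 0.226), and both overlap another gene on the opposite strand.
Of the calcium-binding proteins, Calb1 had a log2 fold change of -0.23 (standard error 0.31, adjusted p = 0.86 from edgeR) at 16 and 14.5 counts per library, and Calb2, which Fig. 5B lists, one of 0.58 (standard error 0.19, adjusted p = 0.359), and 0.36 without Rax-SmoCKO replicate 4. The RGC genes summed to 21507 CPM in Rax-SmoCKO replicate 4 and to 15921 to 17434 in the other Rax-SmoCKO libraries, against 14617 to 16438 in control. Without Rax-SmoCKO replicate 4 the mean log2 fold change of the list was 0.22. The Rax-SmoCKO libraries with Y-linked counts had 15921 and 17228. From the higher Shh level the paper proposes that the RGC population is expanded, and it reads the RGC transcripts as bearing on that proposal. It also counted higher percentages of Brn3+ RGCs and of Atoh7+ cells in sections of Rax-SmoCKO eyes.

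**Figure D2:**
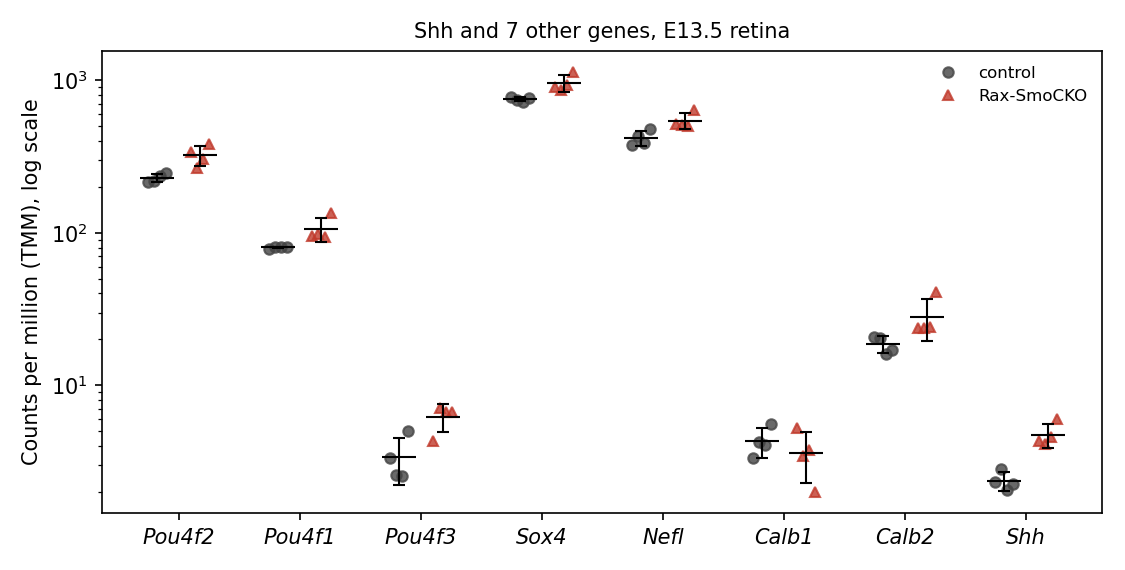
CPM values, scaled by TMM and drawn on a log axis, of Shh, Pou4f1, Pou4f2, Pou4f3, Sox4, Nefl, Calb1 and Calb2 in each of the 4 control (circles) and 4 Rax-SmoCKO (triangles) libraries, with the mean and SD of each group in black. The Rax-SmoCKO mean is above the control mean for every gene shown except Calb1, for which the log2 fold change was -0.23.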

In support of this interpretation, several RGC transcripts such as *Pou4f1*, *Pou4f2*, *Pou4f3*, *Sox4*, *Calb* (*Calb1*) and *Nefl* were also upregulated in the Rax-SmoCKO samples (Fig. 5A,B). A previous study (Sakagami et al., 2009) has shown that the proneural bHLH factor *Atoh7*, known to regulate RGC competence (Brown et al., 2001; Brzezinski et al., 2012; Miesfeld et al., 2020), was upregulated in E15 Chx10-Cre; SmoCKO retinas. Here, we also observed an increase in *Atoh7* mRNA levels in E13.5 Rax-SmoCKO eyes (Fig. 5B). 

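Atoh7 had 2642 ± 174.5 CPM (SD, n = 4) in control and 3001 ± 389.2 (SD, n = 4) in Rax-SmoCKO. The log2 fold change was 0.18 (standard error 0.08, adjusted p = 0.479 from edgeR's quasi-likelihood test), and 3 of the 4 Rax-SmoCKO libraries lay above all control libraries. Without Rax-SmoCKO replicate 4 it was 0.11. This difference did not pass the threshold over all genes. Of 23 tested genes of neurogenic precursors, the cells that leave the cycle to become neurons, 19 were above 0, none passed over all genes or when adjusted over the list alone, and 4 were higher at an unadjusted p under 0.05 in edgeR, with 0 past the threshold in DESeq2 and limma-voom. Neurod1, which overlaps Cerkl, had a log2 fold change of 0.25 (standard error 0.08, adjusted p = 0.354). The set was higher with camera (adjusted p = 0.0212 with the preset correlation, and adjusted p = 0.724 with an estimated correlation), and the call was lost without control replicates 2 or 3 (adjusted p = 0.226 and 0.0525) or Rax-SmoCKO replicates 1, 3 or 4 (adjusted p = 0.0537, 0.058 and 0.509).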

To validate this outcome, control and Rax-SmoCKO eyes retinal sections were labeled with validated Atoh7 and Brn3 (Pou4fa/b/c) antibodies (Fig. 5C-D′) and the marker positive cells were quantified (Fig. 5G,H, respectively). In agreement with the transcriptomic profiles, the percentages of Atoh7^+^ RPCs and Brn3^+^ RGCs were each significantly increased.

**Fig. 5.**
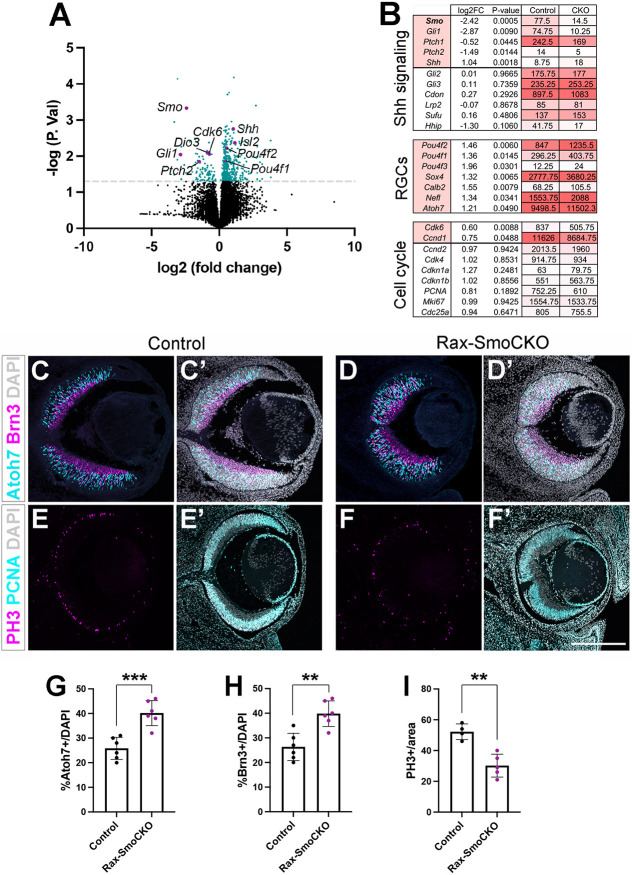
**Changes in the E13.5 Rax-SmoCKO retinal transcriptome.** (A) Volcano plot highlighting some of the genes differentially expressed in Rax-SmoCKO retinas compared to control littermates at E13.5. (B) RNA-seq analyses revealed changes in Shh signaling, RGC signatures and cell cycle genes. (C-D′) Immunostaining with Atoh7 (teal), Brn3 (magenta) and counterstained with DAPI (gray) on control and Rax-SmoCKO E13.5 samples. (E-F′) Labeling with PH3 (magenta), PCNA (teal) and DAPI (gray) in control and Rax-SmoCKO eyes. (G,H) Quantifications of percentage of Atoh7^+^ (G) and Brn3^+^ (H) cells. (I) Quantification of the number of PH3^+^ cells normalized by area (100×10^3^ µm^2^). **P<0.005, ***P<0.0005 (unpaired two-tailed Student's *t*-test) Scale bar: 200 μm.

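Of the 14730 genes tested, 14 passed an adjusted p under 0.05 in edgeR, 5 higher and 9 lower in Rax-SmoCKO. With the fold threshold that the methods add, an absolute log2 fold change over 1, 6 were left, 3 higher and 3 lower. The higher genes were Grp, Ift70b, Gm7324, Lman1 and the neuronal transcription factor Pou3f2, and the lower ones were Smo, Gli1, Nr0b1, Cwc22, Cdk6, Zfp704, Rbmxl1, Ccnd1 and Foxd1. Grp, a gastrin-releasing peptide precursor on chromosome 18 of GRCm38 from 65872820 to 65886596, rose from 0.88 ± 0.60 to 11.5 ± 1.28 CPM (SD, n = 4 each), a log2 fold change of 3.65 (standard error 0.34, adjusted p = 0.000488). Nr0b1, a nuclear receptor gene on the X chromosome, had 8.69 ± 2.48 CPM (SD, n = 4) in control and 1.03 ± 0.66 (SD, n = 4) in Rax-SmoCKO, a log2 fold change of -3.11 (standard error 0.39, adjusted p = 0.00409). Its adjusted p was 0.0887 without the Rax-SmoCKO libraries with Y-linked counts. Lman1, which encodes a receptor for export of glycoproteins from the endoplasmic reticulum, had the smallest p, with a log2 fold change of 0.72 (standard error 0.05, adjusted p = 2.2e-05). Grp and Lman1 lie on either side of Rax on chromosome 18. Only the Rax-SmoCKO libraries carry the Rax-Cre transgene, and 0 libraries carry it with intact Smo. The rise of these genes therefore cannot be told apart from an effect of the transgene. The methods describe Rax-Cre as a BAC transgenic line, which carries a large insert of genomic DNA. The sources used here do not say whether that insert holds copies of Grp and Lman1. Cwc22, a splicing factor gene, had a value of -0.98 (standard error 0.10, adjusted p = 0.000763) and overlaps Gm13727 on its own strand, and Gm7324 overlaps Gm17208 in the same way, so reads of these pairs may be shared. Foxd1, a transcription factor of the temporal retina, had a value of -0.51 (standard error 0.08, adjusted p = 0.0171). The call was lost without any of control replicates 3 and 4 or Rax-SmoCKO replicates 1, 3 and 4 (adjusted p = 0.0613 to 0.0891), and without both libraries with Y-linked counts (adjusted p = 0.102). Zfp704 had a value of -0.66 (standard error 0.09, adjusted p = 0.0116), and its adjusted p was 0.0572, 0.0575 and 0.0606 without control replicate 1, control replicate 4 and Rax-SmoCKO replicate 1, and 0.102 without both libraries with Y-linked counts. Pou3f2, at 0.60 (standard error 0.07, adjusted p = 0.00382), was lost without those libraries too. In 829 tested genes, or 5.63%, the groups did not overlap, against 2.86% by chance.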

In addition to changes in RGC genes, we also observed alterations in the mRNA expression of several key regulators of cell cycle progression, including *Cdk6* (cyclin dependent kinase 6) and *Ccnd1* (cyclin D1). Both were significantly downregulated in the Rax-SmoCKO samples (Fig. 5B; Table S1). 

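Cdk6 and Ccnd1, which encode a kinase and a cyclin of the G1 phase, fell in Rax-SmoCKO. Cdk6, on chromosome 5 of GRCm38 from 3341485 to 3531008, had 227.3 ± 15.2 CPM (SD, n = 4) in control and 128.6 ± 14.7 (SD, n = 4) in Rax-SmoCKO, a log2 fold change of -0.82 (standard error 0.09, adjusted p = 0.00105 from edgeR's quasi-likelihood test). Ccnd1, on chromosome 7 from 144929931 to 144939925, had 3163 ± 392.7 and 2237 ± 91.5 CPM (SD, n = 4 each), a log2 fold change of -0.50 (standard error 0.07, adjusted p = 0.0116). Every Rax-SmoCKO library lay below every control library for both genes. The call of Ccnd1 was lost without control replicate 1 (adjusted p = 0.0661), Rax-SmoCKO replicate 1 (adjusted p = 0.0606), Rax-SmoCKO replicate 4 (adjusted p = 0.0505) or both libraries with Y-linked counts (adjusted p = 0.0767), and with control replicate 2 and Rax-SmoCKO replicate 2 left out, which hold the most lens counts (adjusted p = 0.051). Neither gene reached the fold threshold of the methods, and each overlaps another gene on the opposite strand.
In a list of 37 genes of G1/S and DNA replication, all were below 0. Cdk6 and Ccnd1 passed over all genes, and 20 were lower when adjusted over the list alone, among them the helicase subunit Mcm7, which overlaps other genes on both strands, with a log2 fold change of -0.30 (standard error 0.05, adjusted p = 0.0641). All 34 genes of G2 and mitosis tested were below 0 too, 6 of them lower when adjusted over the list alone and 0 over all genes in edgeR, with 17 lower at an unadjusted p under 0.05, and 1 passed in DESeq2 and 0 in limma-voom. Nuf2, a kinetochore gene, had a value of -0.39 (standard error 0.10, adjusted p = 0.234) and the kinase gene Aurkb one of -0.29 (standard error 0.07, adjusted p = 0.234). Both sets were lower with camera (adjusted p = 3.62e-18 and adjusted p = 6.45e-12), and with an estimated correlation the values were adjusted p = 0.0918 and adjusted p = 0.13. The replication genes summed to 8655 ± 534.2 CPM (SD, n = 4) in control and 6945 ± 278.8 (SD, n = 4) in Rax-SmoCKO. Of 6 inhibitors of cyclin-dependent kinases tested, 3 were above 0 and 3 below, and none passed, with 1 higher at an unadjusted p under 0.05 (camera, adjusted p = 0.707).

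**Figure D3:**
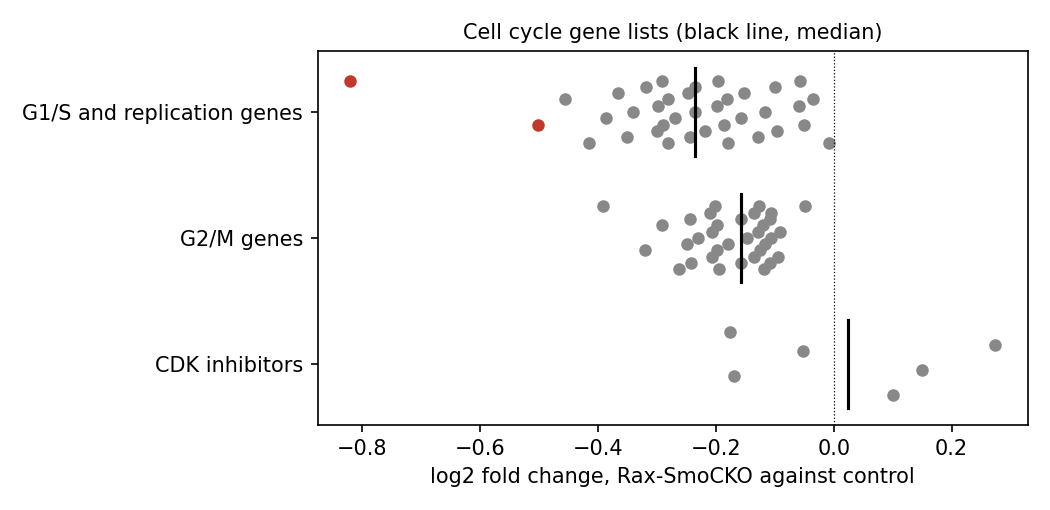
Log2 fold change of each tested gene of the cell cycle lists, Rax-SmoCKO against control, with the median of each list as a black line and genes past an adjusted p under 0.05 over all genes in red. All 37 genes of G1/S and replication and all 34 genes of G2/M lie below 0.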

We further validated the reduction in *Cdk6* by ISH (Fig. S5). Cdk6 and cyclin D1 form a complex to regulate the G1 phase of the cell cycle as well as G1-to-S transition (Malumbres, 2014; Bury et al., 2021). Thus, the changes observed suggest a loss of RPC proliferative capacity at this stage. To test this possibility, we labeled E13.5 retinas with anti-phospho-Histone H3 (PH3), a well-established marker of actively dividing cells. This further confirmed a significant reduction of cells in mitosis in Rax-SmoCKO retinas, compared to controls (Fig. 5E-F′,I).

Notably, other molecules were also altered in Rax-SmoCKO eyes, including type 3 iodothyronine deiodinase (*Dio3*), an enzyme responsible for degrading thyroid hormone (TH). TH signaling is known to play a crucial role in regulating cone photoreceptor maturation and subtype specification (Ng et al., 2010; Eldred et al., 2018; McNerney and Johnston, 2021). For example, loss of TH signaling leads to a reduction or absence of L/M cones, whereas exposing human retinal organoids to high levels of T3 results in a marked increase in L-cone (long-wavelength) and M-cone (medium-wavelength) density (Eldred et al., 2018). 

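Dio3 had 42.4 ± 7.52 CPM (SD, n = 4) in control and 22.6 ± 5.26 (SD, n = 4) in Rax-SmoCKO, and every Rax-SmoCKO library lay below every control library (exact permutation test, two-sided p = 0.029). The log2 fold change was -0.92 (standard error 0.17, adjusted p = 0.0914 from edgeR's quasi-likelihood test), so that the gene did not pass the threshold over all genes. Without control replicate 3 its adjusted p was 0.041, and it did not pass with any other single library left out. Of 12 genes of thyroid hormone signalling tested, which take up, convert or respond to the hormone, 8 were above 0 and 4 below, none passed over all genes in edgeR or limma-voom and 1, Dio3, in DESeq2, and Dio3 was the 1 gene lower when adjusted over the list alone. At an unadjusted p under 0.05 in edgeR, 2 were higher and 1 lower. Crym, which binds the hormone in the cytosol, had a log2 fold change of 1.92 (standard error 0.72, adjusted p = 0.435), and 0.66 without Rax-SmoCKO replicate 2, in which it had 177 counts against 13 to 35 in the other Rax-SmoCKO libraries. The set did not pass against other genes (camera, adjusted p = 0.249).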

We noted a loss of *Dio3* mRNA in the absence of *Smo* activity, which was validated by ISH (Fig. S5B,B′,D,D′). Given the change in *Dio3* expression observed, we investigated whether cone subtype specification was altered in Rax-SmoCKO retinas. For these experiments, we stained P21 flat-mounted retinas with S-opsin and M-opsin antibodies. Notably, Rax-SmoCKO retinas were smaller and contained an overall higher concentration of cone photoreceptors, but the normal enrichment of true S-cones in the ventral side of the retina (Nadal-Nicolas et al., 2020) was unaffected (Fig. S6A-F). There were no significant changes in the proportion of different cone subtypes in the dorsal retina (S-opsin^+^ M-opsin^−^ cells, *P*=0.27 versus control; S-opsin^−^ M-opsin^+^, *P*=0.18 versus control; and S-opsin^+^ M-opsin^+^, *P*=0.38 versus control; Fig. S6G). In contrast, the ventral retina showed significant alterations, including an increase in true S-cones (S-opsin^+^ M-opsin^−^, *P*=0.014) concomitant with a reduction in mixed S-opsin^+^ M-opsin^+^ cones (*P*=0.007), but no changes in S-opsin^−^ M-opsin^+^ cones (*P*=0.34; Fig. S6G).

### Postnatal ocular defects are more severe following early *Smo* ablation with Rax-Cre compared to Chx10-Cre

Since microphthalmia was already evident at E13.5, we assessed eye morphology at postnatal day (P) 21 to evaluate the sustained effects of *Smo* ablation using either Rax-Cre or Chx10-Cre drivers. Grossly, Chx10-SmoCKO mutant eyes are indistinguishable from controls, but Rax-SmoCKO mutants have microphthalmic eyes (Fig. 6A-C). Histologic sections of Chx10-SmoKO eyes reveal that both the outer nuclear layer (ONL) and inner nuclear layer (INL) were significantly thinner (*P*=0.0007 and *P*<0.0001, respectively; Fig. 6D,E,G,H,J). At the same time, no significant changes were observed in the overall thickness of the ganglion cell layer (GCL) (*P*=0.63; Fig. 6J), although there was a significant increase in the number of cells within this layer (*P*=0.038; Fig. 6K). The rest of the eye, namely the lens, ciliary body and anterior chamber, was not different from the controls (Fig. 6B,E). In sections of microphthalmic Rax-SmoCKO eyes, we observed less vitreal space and the ciliary bodies appeared to be missing (Fig. 6C,F; Fig. S7). There was also extensive thinning of the ONL and INL (both *P*<0.0001; Fig. 6F,I,K), accompanied by a dramatic expansion of the GCL, with significantly more cells (control versus Rax-SmoCKO *P*<0.0001, Chx10-SmoCKO versus Rax-SmoCKO *P*=0.0005; Fig. 6D-I,K). Rax-SmoCKO eyes also had abnormal anterior chambers (Fig. 6F) and aberrant lenses, with possible duplication and reorientation of the anterior epithelial layer (Fig. S7), even though there was no Cre expression associated with these tissues. Consequently, these anterior segment abnormalities likely result from non-cell autonomous effects of early retinal malformation.

**Fig. 6.**
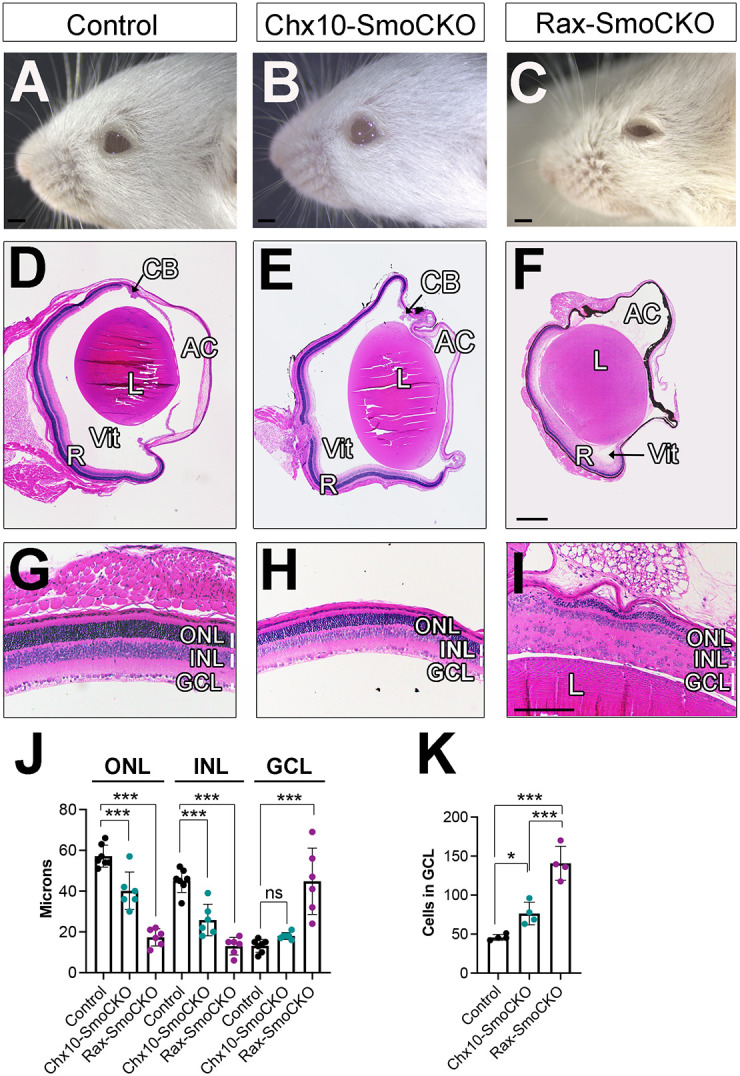
**Adult Chx10-SmoCKO and Rax-SmoCKO eye phenotypes.** (A-C) Representative images of eye appearance in control, Chx10-SmoCKO and Rax-SmoCKO mice at P21. Only Rax-SmoCKO mice show gross morphological defects with ‘squinting’ eye appearance, consistent with microphthalmia and/or anterior segment dysgenesis. (D-I) Hematoxylin and Eosin staining on paraffin sections showed retinal thinning in both the Chx10-SmoCKO and Rax-SmoCKO models. (J) Quantifications of layer thickness in microns. (K) Quantification of the number of nuclei in the GCL (in 500 μm). AC, anterior chamber; CB, ciliary body; GCL, ganglion cell layer; INL, inner nuclear layer ; L, lens; ONL, outer nuclear layer; R, retina; Vit, vitreous. *P<0.005, ***P<0.0005 (one-way ANOVA multiple comparison tests). ns, not significant. Scale bars: 5 mm (A-C); 250 μm (D-F); 100 μm (G-I).

### Shh signaling influences cell population ratios in the retina

All retinal neurons and the Müller glia are born from a single population of multipotent RPCs following a conserved neurogenic program (Cepko et al., 1996; Livesey and Cepko, 2001; Bassett and Wallace, 2012; Clark et al., 2019; Lu et al., 2020). Cell fate specification is accomplished through a network of both intrinsic and extrinsic factors (Kim et al., 2005; Emerson et al., 2013; La Torre et al., 2013; Mattar et al., 2015; Zhang et al., 2023a; Javed et al., 2023) and Shh signaling is known to be required by RPCs in a cell-autonomous manner to maintain the progenitor pool (Jensen and Wallace, 1997; Levine et al., 1997; Black et al., 2003; Moshiri et al., 2005; Wang et al., 2005), with *Smo* loss leading to a substantial increase in RGC numbers (Wang et al., 2005; Sakagami et al., 2009). Consistent with this, our data using the Rax-Cre driver demonstrated increased numbers of RGCs at E13.5, aligning with previous observations in the Chx10-SmoCKO retina that showed elevated RGC numbers at E15 and P0 (Sakagami et al., 2009). A mild increase in Otx2^+^ Crx^+^ photoreceptors was also reported at E15.5 in the Chx10 model. However, because retinal neurogenesis is ongoing until P7, these findings may represent a partial view of the consequences of *Smo* ablation throughout retinal development. To gain a more comprehensive understanding, we took advantage of the uniformly expressed Rax-Cre driver to investigate other effects of *Smo* deletion at P21, after retinogenesis is complete.

We quantified how *Smo* ablation affects the relative abundance of multiple retinal cell types in mature retinas. Rax-SmoCKO mice not only showed an increased ratio of RBPMS^+^ Tuj1^+^ RGCs [83 versus 23 RGCs/area (0.1 mm^2^) in control littermates; *P*=0.0013; Fig. 7A-C] but also exhibited a uniform increase in all early-born populations. Consistent with our flat-mounted data (Fig. S6), we found that Rax-SmoCKO retinas contained higher concentrations of cone photoreceptors (Arr3^+^ Otx2^+^, 63.33 versus 23.67 cones/area in controls, *P*=0.009; Fig. 7D-F), along with an increase in horizontal cells (Calb^+^, 10.25 versus 3.6/area in control retinas, *P*=0.0072; Fig. 8A-C) and cholinergic amacrine cells [starburst amacrine cells (SACs), 31.15 versus 11.3 SACs/area in control retinas, *P*=0.022]. SACs can be identified by Sox2 labeling (Whitney et al., 2014), but Sox2 is also expressed by Müller glia and retinal astrocytes, potentially clouding the effect on SACs specifically. To get around this issue, we co-labeled retinal sections with Sox9, a known marker of Müller glia and astrocytes, and quantified each single- and double-labeled population, with Sox2^+^ Sox9^−^ representing the SACs (Fig. 8D-F). Notably, cone photoreceptors exhibited altered morphology, with significantly shorter axons and outer segments (Fig. 7E; Fig. S8), suggesting potential disruptions in their structural development.

**Fig. 7.**
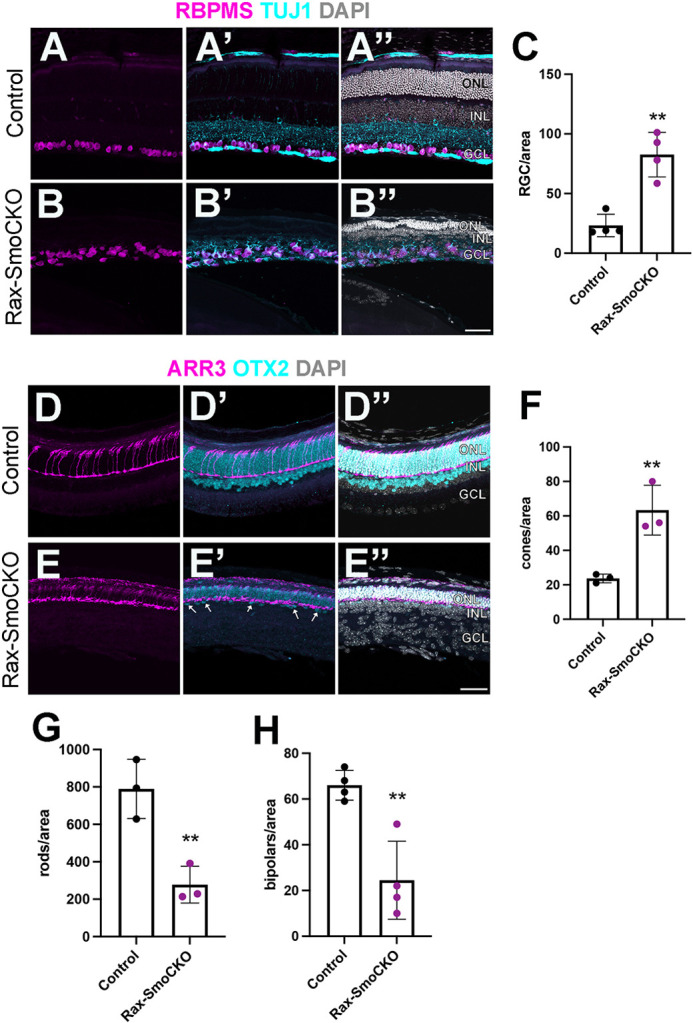
**P21 Rax-SmoCKO retinas have more RGCs and cones, at the expense of rods and bipolar cells.** (A-B″) RBPMS (magenta) and Tuj1 (teal) in control retinas (A-A″) and Rax-SmoCKO (B-B″). (C) Quantifications of the number of RGCs, as represented by RBPMS^+^ Tuj1^+^ cells in control and Rax-SmoCKO retinas. Cell numbers are normalized by area (100×10^3^ µm^2^). (D-E″) Cone arrestin (Arr3, magenta) and Otx2 (teal) stainings in the different lines. The arrows in E′ indicate the small number of Otx2^+^ bipolar cells in Rax-SmoCKO. (F) Quantification of cone photoreceptors, as represented by the number of Arr3^+^ Otx2^+^ cells normalized by area. All samples were counterstained with DAPI (gray). (G) Quantification of the number of rods, as represented by the number of Otx2^+^ Arr3^−^ cells in the ONL. (H) Quantification of bipolar cells, measured by the number of Otx2^+^ cells in the INL. GCL, ganglion cell layer; INL, inner nuclear layer; ONL, outer nuclear layer. **P<0.001 (unpaired two-tailed Student's *t*-test). Scale bars: 100 μm.

**Fig. 8.**
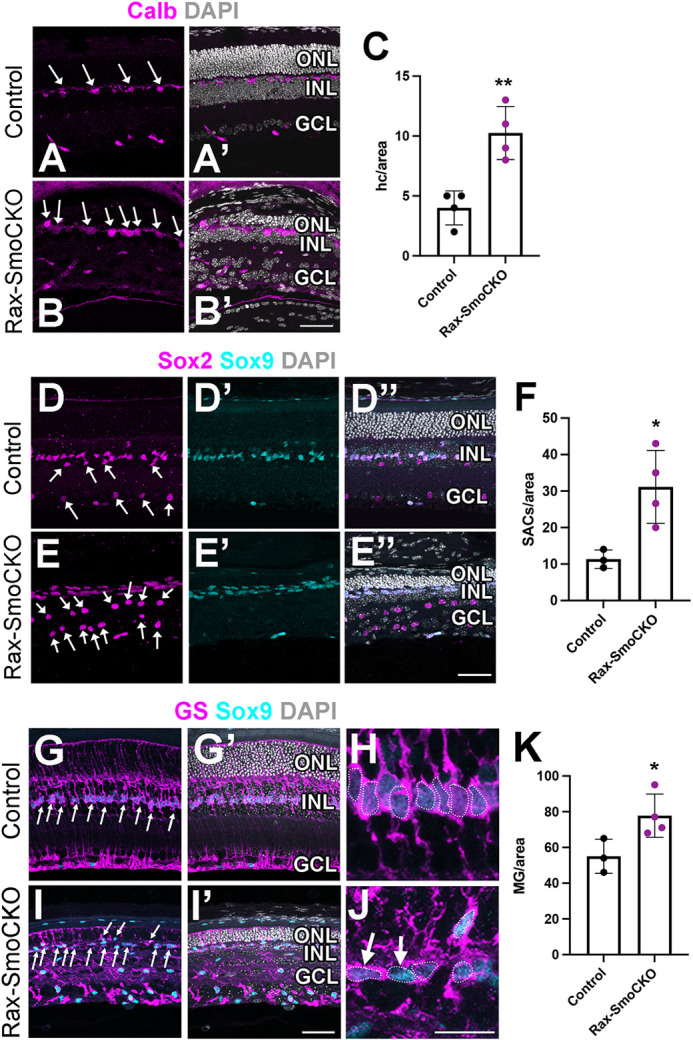
**Rax-SmoCKO adult retinas also exhibit higher ratios of horizontal cells, starburst amacrine cells and Müller glia.** (A-B′) Calbindin (Calb, magenta) stainings in Rax-SmoCKO and control retinas. Samples were counterstained with DAPI (gray, A′ and B′). The arrows in A and B highlight the presence of horizontal cells in the INL. (C) Quantification of the number of Calb^+^ horizontal cells in control and Rax-SmoCKO retinas. Cell numbers are normalized by area (100×10^3^ µm^2^). (D-E″) Sox2 (magenta), Sox9 (teal) and DAPI (gray) labeling in the different lines. The arrows in D and E indicate Sox2^+^ Sox9^−^ starburst amacrine cells. Also, note the expansion in Sox9^+^ cells in the INL. (F) Quantification of starburst amacrine cells, as represented by the number of Sox2^+^ Sox9^−^ cells normalized by area. (G-J) Labeling with Glutamine Synthetase (GS, magenta), Sox9 (teal) and DAPI (gray). Note the increase in Müller glia cells (arrows) in I,I′. H and J show close-ups of Müller glia cells in the different mouse lines, representative Müller glia nuclei are outlined. (K) Quantification of Müller glia cells, as represented by the number of GS^+^ Sox9^+^ cells normalized by area. GCL, ganglion cell layer; INL, inner nuclear layer; ONL, outer nuclear layer. *P<0.005, **P<0.001 (unpaired two-tailed Student's *t*-test). Scale bars: 100 μm (A-I′); 20 μm (H,J).

In contrast to the expansion of early-born populations, late-born retinal cell types were significantly reduced. In this direction, Rax-SmoCKO retinas also showed a significant reduction in rod photoreceptors (Otx2^+^ Arr3^−^ cells in the ONL, 278 rods versus 789.7 rods/area in controls, *P*=0.009; Fig. 7D-E″,G) and bipolar cells (Otx2^+^ in the INL, 24.5 versus 66 bipolar cells/area in controls, *P*=0.0039; Fig. 7D-E″,H). Because the shift toward early-born neurons occurred at the expense of later-born types, these phenotypes suggested altered temporal fate specification. Interestingly, Müller glia did not follow this pattern. Instead, we observed an increase in the number of Sox9^+^ GS^+^ Müller glia cells (77.75 versus 55 cells/area in controls, *P*=0.044; Fig. 8G-K). We also observed a subset of Müller glia cells ectopically displaced into the ONL. In addition, Müller glia nuclei exhibited altered morphology, frequently orienting orthogonal to the retinal layers (Fig. 8J, arrows) instead of the tear-drop configuration characteristic of controls (Fig. 8H).

It has been proposed that RGCs help orchestrate the spatial and temporal patterning of astrocytic invasion from the ONH, which spreads radially across the retina during development. In turn, astrocytes support vascular growth by providing structural integrity and releasing angiogenic signals (Edwards et al., 2012; O'Sullivan et al., 2017). This interplay between RGCs, astrocytes and retinal vasculature is crucial for the proper formation of the retinal microenvironment. Given the dramatic increase in RGCs in Rax-SmoCKO, we also assessed the indirect impacts on astrocytes and vascular development. As shown in Fig. S9, Smo loss led to an important increase in astrocyte cell numbers (Sox9^+^ GFAP^+^ cells in the nerve fiber layer, *P*=0.019; Fig. S9A-B″). In control conditions, each retinal astrocyte contacts at least one blood vessel and extends end-feet that surround the vessels, forming a close structural relationship with the vascular wall. Instead, Rax-SmoCKO retinas lost their typical stellate morphology and instead appeared to be flattened, covering much of the retinal surface in central regions. Consistently, we also observed aberrant blood vessel morphologies (Fig. S9D-E′).

### Loss of Smo activity directly impacts temporal retinal cell competence

Overall, our data suggest that, in the absence of *Smo*, RPCs exit the cell cycle prematurely, potentially leading to an overproduction of early-born cell types at the expense of later-born populations. An alternative, but not mutually exclusive, possibility is that Shh signaling could also play a direct role regulating RPC competence (i.e. the ability of progenitors to generate specific retinal cell types at different times of development) rather than solely influencing their timing of cell cycle exit.

In order to assess whether RPC competence was affected in Rax-SmoCKO retinas, we labeled progenitors with 5-ethynyl-2'-deoxyuridine (EdU) at E17, when the progenitors in the central retina have normally transitioned to a late competence stage and lost their ability to generate early cell types such as RGCs and cone photoreceptors (Young, 1985; Reese and Colello, 1992; Brzezinski et al., 2012; Clark et al., 2019). We assessed the fate identities of the EdU^+^ cells in the central retina at P1. As expected, EdU^+^ RBPMS^+^ RGCs were absent in control retinas (Fig. 9). Strikingly, however, numerous EdU^+^ RBPMS^+^ cells were observed in Rax-SmoCKO eyes (*P*=0.007), along with a significant increase in EdU^+^ S-opsin^+^ cones (*P*=0.0008; Fig. 9). These findings indicate that loss of *Smo* extends the window of early progenitor competence, allowing for the continued production of early-born retinal neurons beyond their normal developmental timeframe.

**Fig. 9.**
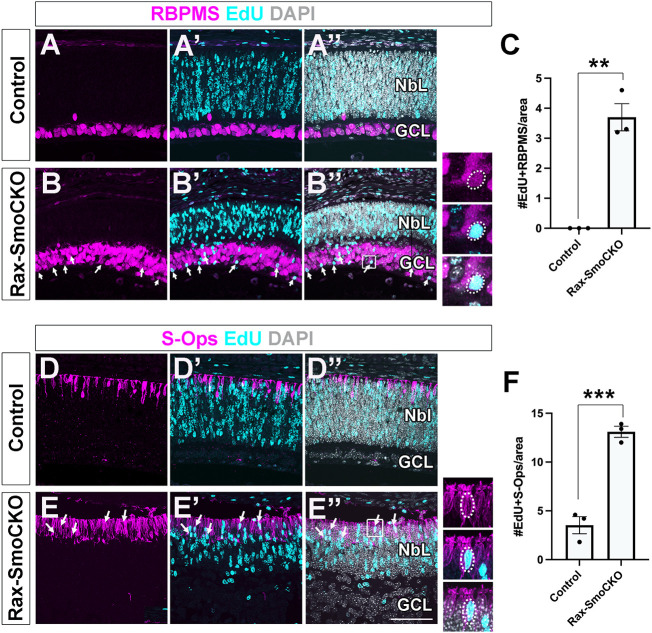
**RGCs and cone photoreceptors were generated at later times in Rax-SmoCKO retinas.** (A-F) Control and Rax-SmoCKO mice were injected with EdU at E17 to label RPCs and samples were collected at P1. (A-B″) Co-staining with RBPMS (magenta), EdU (teal) and DAPI (gray) revealed EdU^+^ RBPMS^+^ cells in the central retinas of Rax-SmoCKO mice (arrows) but not in controls. (C) Quantification of the number of EdU^+^ RBPMS^+^ cells normalized by area (100×10^3^ µm^2^). (D-E″) Co-staining with S-opsin (magenta), EdU (teal) and DAPI (gray). Arrows show EdU^+^ S-opsin^+^ cells. (F) Quantification of EdU^+^ S-opsin^+^ cells, normalized by area (100×10^3^ µm^2^). Magnified areas show co-localization of RBPMS and EdU (B″), and S-Opsin and EdU (E″) to specified cell outlines. **P<0.001, ***P<0.0005 (unpaired two-tailed Student's *t*-test). GCL, ganglion cell layer; NbL, neuroblastic layer. Scale bar: 100 μm.

To further confirm this hypothesis, we also stained P1 retinas with the early RPC marker FoxP1 (Zhang et al., 2023a) as well as the late PRC marker Ascl1 (Brzezinski et al., 2011). As reported previously, FoxP1 expression is very low at this stage and not reliably quantifiable. However, in Rax-Cre; SmoCKO retinas we detected a subset of cells with increased FoxP1 immunoreactivity relative to controls, and these cells co-localized with PCNA (Fig. S10, arrows), indicating expression within proliferating progenitors. Notably, FoxP1 was also expressed in a subpopulation of RGCs (arrowheads), consistent with previous reports. These are easily distinguished by their position in the GCL. In contrast, whereas many late RPCs express Ascl1 in control retinas, Ascl1 immunoreactivity is significantly reduced in PCNA^+^ cells of Rax-Cre; SmoCKO retinas (Fig. S10). Together, these data support a shift in progenitor state, characterized by relatively elevated early RPC marker expression and diminished late RPC features following *Smo* deletion.

To determine whether the observed alterations in temporal neurogenesis were secondary to early developmental effects, given that Rax-Cre deletes *Smo* before the onset of neurogenesis, we examined temporal competence in Chx10-Cre; SmoCKO retinas, in which recombination occurs later in RPCs. EdU was administered at E18 and retinas were analyzed at P2.

As expected, no EdU^+^ RGCs were detected in control samples. In contrast, a small number of EdU^+^ RBPMS^+^ cells were observed in *Smo*-ablated retinas (Fig. S11). Similarly, Chx10-Cre; SmoCKO retinas exhibited an increased proportion of EdU^+^ S-opsin^+^ cone photoreceptors. We also observed an overall increase in EdU^+^ cells within the GCL. Many of these cells were RBPMS^−^, suggesting they correspond to displaced amacrine cells. Although displaced amacrines are not exclusively early-born, the GCL contains a disproportionate number of amacrine subtypes generated during earlier developmental windows, such as starburst and dopaminergic amacrines (Voinescu et al., 2009; Balasubramanian and Gan, 2014). Thus, this observation further supports the persistence of an extended temporal competence state in Chx10-Cre; SmoCKO retinas.

## DISCUSSION

This study uncovers previously unrecognized requirements for Shh signaling in the mammalian eye, revealed through the targeted disruption of *Smo* using a Cre driver that uniformly deletes genes among all optic vesicle derivatives and across all stages of retinal development. Shh is already well-established as a key player during early optic vesicle morphogenesis (Chiang et al., 1996; Zhang and Yang, 2001b) and progenitor cell proliferation (Jensen and Wallace, 1997; Levine et al., 1997; Moshiri et al., 2005; Wang et al., 2005; Wall et al., 2009; Bibliowicz and Gross, 2011). Early ocular patterning is thought to rely largely on midline-derived Shh from the ventral forebrain, although whether this signal acts over long range or is relayed through intermediate tissues remains unresolved. Our findings highlight additional key functions during patterning and cell fate specification. Our experiments also revealed distinct alterations depending on the timing and location of *Smo* ablation. Thus, while Chx10-Cre-driven deletion caused modest changes limited to the retina, Rax-Cre-driven deletion led to broader defects that affect the retina, ONH, ciliary body, lens and anterior chamber. These differences reflect the earlier onset and wider expression domain of Rax-Cre, but also uncover non-cell autonomous effects, as, for example, the lens and anterior chamber are not within the Rax-Cre domain. These findings are also consistent with similar outcomes in *Lhx2* conditional mutants (Yun et al., 2009; Thein et al., 2016), where *Lhx2* deletions using several Cre drivers with different tissue specificities led to loss of retinal structures along with indirect defects in the lens and anterior segment due to disrupted BMP and FGF signaling, supporting the idea that early retinal perturbations can influence the surrounding tissues.

The more pronounced defects in the Rax-SmoCKO mutants are also likely the result of its earlier onset of expression compared to Chx10-Cre (Furukawa et al., 1997). Similarly, the mosaic nature of the Chx10-Cre driver (Rowan and Cepko, 2004) could partially obscure the full extent of retinal phenotypes and contribute to the milder effects observed. These findings underscore the importance of both the spatial and temporal regulation of Shh signaling to coordinate multiple aspects of eye development.

Among the more severe consequences of early and widespread *Smo* ablation in the Rax-SmoCKO mutants were prominent defects in early eye patterning. One of the most evident abnormalities was the presence of coloboma, consistent with a failure in optic fissure closure. This phenotype is well-aligned with the established role of Shh signaling in ventral eye development, as disruption of this pathway commonly results in coloboma across vertebrate models and in human patients (Schimmenti et al., 2003; Morcillo et al., 2006; Lee et al., 2008; Gordon et al., 2018).

Notably, additional patterning defects were observed in the ONH, including an apparent reduction in Pax2 expression and a failure to properly delineate the ONH domain. This disruption is especially evident on the nasal and ventral portions of the eye. In some samples, these defects in ONH result in retinal tissue inappropriately extending into the nasal optic stalk territory. Pax2 expression is already diminished as early as E10, suggesting that Shh signaling is required early in development to establish proper ONH identity. These findings support previous work showing that *Pax2* is a downstream target of Shh (Ekker et al., 1995; Macdonald et al., 1995) and that Shh secreted by RGCs is essential for maintaining Pax2 expression and supporting glial development in the optic nerve (Dakubo et al., 2003). Our data build on this model and suggest that Shh signaling also plays an earlier role in ONH patterning, potentially by coordinating regional identity between the optic stalk and adjacent retinal tissue. This highlights a broader requirement for Shh in maintaining spatial boundaries and organizing the architecture of the developing eye.

Similarly, our findings indicate that Shh signaling is essential for maintaining nasal-temporal patterning in the retina, but not for its initial establishment. At E10, no disruptions in nasal-temporal patterning were observed, but by E13.5 we observed ectopic expression of both *Foxg1* and *Foxd1*, highlighting a role for Shh in sustaining these identities. This contrasts with studies in zebrafish, where Shh signaling is important for the establishment of nasal-temporal patterning (Hernandez-Bejarano et al., 2015). Notably, in fish, Shh and Foxd1 identity have been shown to play a crucial role in determining the location of the acuity zone (Hernandez-Bejarano et al., 2022), an area analogous to the human fovea (Yoshimatsu et al., 2020; Lahne et al., 2023). Recently, missense Shh mutations have been identified in patients with abnormally positioned foveae (Azuma et al., 2025), further emphasizing the relevance of Shh signaling in shaping the spatial patterning and organization of the mammalian retina. Importantly, we did not detect nasal-temporal defects in Chx10-Cre; SmoCKO retinas at E13. This absence of phenotype may reflect temporal differences in Cre activity and/or the mosaicism of the Chx10-Cre line, which could preserve sufficient Shh signaling to maintain axis organization.

In line with previous findings using the Chx10-Cre model (Sakagami et al., 2009), we observed a significant increase in the number of RGCs following *Smo* ablation. However, we also identified more global changes in cell type proportions, including increased numbers of cone photoreceptors, horizontal cells and early-born amacrine cells, accompanied by a reduction in rods and bipolar cells. The Sakagami study reported only a modest increase in cones and no significant changes in horizontal or amacrine populations. These differences may result from the developmental time points examined or the markers used to define specific cell types. For example, the different amacrine phenotypes could stem from variations in the responses of different amacrine subtypes, as our data suggest an expansion of early-born GABAergic amacrine cells that may not have been captured in broader analyses of all amacrine populations.

Our analyses of *Smo*-depleted retinas at embryonic stages revealed reduced mitotic activity, consistent with previous work in different species showing that Shh promotes retinal progenitor proliferation and delays their exit from the cell cycle (Jensen and Wallace, 1997; Wang et al., 2005; Wallace, 2008; Sakagami et al., 2009). Taken together, our findings support the hypothesis that *Smo* ablation caused RPCs to exit the cell cycle precociously, leading them to adopt fates available at that time, resulting in an overproduction of early-born cell types. However, in addition to promoting premature cell cycle exit, Shh loss-of-function also altered the competence state of RPCs. In this direction, we observed an unexpected increase in RGC and cone photoreceptor production at later stages of development, indicating that, in the absence of Shh signaling, RPCs retain the ability to generate early-born cell types beyond their typical developmental window. This shift in temporal competence reveals that Shh is not only important for the maintenance of the progenitor pool but also helps orchestrate the progression of intrinsic competence states over time. These findings are consistent with a growing body of literature implicating the transcription factor Lhx2 as a key regulator of progenitor competence and neurogenic output. For example, several studies have shown that *Lhx2* ablation disrupts the orderly transition of competence states, in part by altering the chromatin landscape of RPCs (Gordon et al., 2013; Zibetti et al., 2019; de Melo et al., 2016a,b). Importantly, Lhx2 has also been identified as an intrinsic modulator of Shh signaling during early retinal development (Li et al., 2022) suggesting a relationship between Lhx2 and Shh in coordinating progenitor maintenance and fate specification. Our findings support a model in which Shh signaling acts downstream of Lhx2 to regulate both the timing of cell cycle exit and the dynamic progression of RPC competence, thereby ensuring proper temporal patterning of retinal cell types.

In addition to an overall increase in cone photoreceptors, we also observed alterations in cone subtypes, with a significant upregulation in the number of S-cones in the ventral retina of Rax-SmoCKO mice. TH signaling is an essential regulator of cone subtype identity, with *Dio3* contributing to S-cone specification (McNerney, 2025; Ng et al., 2010; Eldred et al., 2018). Consequently, the downregulation of *Dio3* observed in our RNA-seq data would be expected to increase T3 levels and reduce the number of S-cones. Instead, we found a ventrally restricted increase in S-cones, suggesting that TH signaling alone does not fully explain this outcome. One possible explanation is that premature cell cycle exit, caused by loss of Shh signaling, biases progenitors towards early-born fates, consistent with the time of differentiation, even within the cone lineage. Alternatively, the selective enrichment of S-cones in the ventral retina may reflect a disruption of regional identity due to impaired Shh signaling, which is known to play a crucial role in establishing ventral retinal characteristics. In this context, the increase in ventral S-cones could represent a direct consequence of altered patterning cues, or a compensatory response to the failure to properly specify ventral retinal identity during early development.

Finally, we also observed changes in retinal glial populations, including astrocytes. These findings further confirm a body of evidence that RGCs are required for the migration of retinal astrocytes, which in turn guide the migration and patterning of the adult retinal vasculature (Fruttiger et al., 1996; Burne and Raff, 1997; Wallace and Raff, 1999; Edwards et al., 2012; Paisley and Kay, 2021; O'Sullivan et al., 2017). Thus, the increased number and altered distribution of RGCs we observe following Shh pathway disruption could indirectly influence astrocyte patterning and vascular development. In addition to these indirect effects, Shh signaling may also influence glial populations more directly, regulating processes such as migration or maturation. For example, a previous study (Todd and Fischer, 2015) has demonstrated that Hedgehog signaling regulates the Müller glia in the injured avian retina. Similarly, in the developing cortex, astrocytes respond to Shh signals from neurons, which influence their morphology, functional properties and interactions with synapses (Xie et al., 2022; Hill et al., 2019).

Although Smo is best known for its role in canonical Shh signaling via Gli transcription factors, several studies have described non–canonical, Gli–independent branches of Smo signaling, including effects on cytoskeletal dynamics and GPCR–like activity in specific cellular contexts (e.g. regulation of actin and small GTPases outside the Gli axis; Pandit and Ogden, 2017; Jenkins, 2009). While the relevance of such non–canonical activity during early eye development remains unclear, the major phenotypes we observe here, including ventral patterning defects and coloboma, closely resemble outcomes of disrupted ligand-dependent Shh-Gli signaling in vertebrate models (Chiang et al., 1996; Zhang and Yang, 2001b; Jensen and Wallace, 1997; Levine et al., 1997). This suggests that canonical Shh-Gli activity is the principal driver of the developmental defects we report, although we cannot formally exclude minor contributions from non-canonical Smo functions in the developing eye.

Taken together, our findings reveal that Shh signaling influences multiple aspects of retinal development, including progenitor maintenance, neurogenesis, cell fate specification and spatial patterning. The wide range of phenotypes observed following *Smo* ablation, from altered cell cycle progression and shifts in neuronal subtype identity to changes in tissue patterning, highlights the sensitivity of the developing eye to disruptions in this pathway. These results are especially relevant in the context of human disorders such as Curry-Jones syndrome, which is caused by mosaic activating mutations in *Smo* and is associated with ocular abnormalities, including coloboma and microphthalmia (Twigg et al., 2016). Our data offer a developmental framework to better understand how misregulation of Shh signaling may contribute to the eye defects seen in such conditions. More broadly, this work emphasizes the essential role of Shh in coordinating the development of multiple retinal lineages and ensuring the proper organization of eye structure.

## MATERIALS AND METHODS

### Animals

Animals were handled with approval from the University of California Davis Institutional Animal Care and Use Committees (IACUC) and were housed and cared for in accordance with the guidelines provided by the National Institutes of Health.

*Smo* conditional mice were obtained from The Jackson Laboratory (JAX) (Smo^tm2Amc^; stock number 004526). To alleviate genetic background-dependent corneal deformities and poor breeding, this line was backcrossed five generations (*Smo*^CKO/+^×CD-1), then intercrossed to re-establish the Smo^CKO/CKO^ line on an albino background for mating with either Cre driver. This stock does not harbor rd1 or rd8 mutations and was judged free of corneal deformity by histology and slit-lamp evaluation. Rax-Cre BAC transgenic line Tg(Rax-cre) NL44Gsat/Mmucd was created by the GENSAT project and cryobanked at MMRRC UC Davis (stock number 034748-UCD; Bosze et al., 2020). Chx10-Cre was generated by Rowan and Cepko (2004) [*Tg(Chx10-EGFP/cre;-ALPP)2Clc*; JAX stock number 005105]. All lines were maintained on a CD1 background. PCR genotyping was performed according to JAX or MMRRC protocols. Conditional mutant breeding schemes mated one Cre Tg/+ mouse to another homozygous for the *Smo* conditional allele to create Cre; *Smo*^CKO/+^ mice, which were used in timed matings to *Smo*^CKO/CKO^ mice. The date a vaginal plug was noted was assigned the age E0.5.

### Sample collection and preparation

Embryos and postnatal eyes were collected in cold PBS, fixed and prepared for cryo-embedding or paraffin-embedding. For cryopreservation, samples were submerged in 4% paraformaldehyde (PFA)/PBS for 1 h or overnight at 4°C, cryoprotected through a stepwise sucrose gradient, embedded and frozen in Optimum Cutting Temperature (OCT) compound (Tissue-Tek). For paraffin embedding, samples were fixed in modified Carnoy's fixative (60% ethanol, 30% formaldehyde and 10% acetic acid) overnight at 4°C, dehydrated through an ethanol/water gradient and xylene, then embedded into paraffin blocks. Retinas were sectioned (15 µm for cryo or 6 µm for paraffin) on a horizontal (transverse), coronal or sagittal plane as specified in each figure.

### Immunohistochemistry and RNAscope *in situ* hybridization

Cryosections were rinsed with PBS to remove all OCT and permeabilized with 0.3% Triton X-100/PBS. Paraffin sections were deparaffinized using xylene, rehydrated through an ethanol gradient, permeabilized in 0.3% Triton X-100/PBS, then antigen unmasked in 95°C 0.01 M sodium citrate pH 8 twice for 5 min. Sections were blocked with 10% normal donkey serum/0.1% Triton X-100/PBS for 1 h at room temperature. Primary antibodies were diluted in blocking solution for incubation overnight at 4°C. See Table S2 for antibody details and concentrations used. Species-specific, fluorescently labeled secondary antibodies were diluted in blocking solution with 4′,6-diamidino-2- phenylindole (DAPI; Sigma-Aldrich) for nuclear counterstaining for 1 h at room temperature. Slides were mounted with Fluoromount-G (Southern Biotech). For RNAscope detection, protocols were performed according to the RNAscope Multiplex Fluorescent Reagent Kit v2 Assay manual using the provided reagents and as previously described (Krueger et al., 2024). Briefly, following sample fixation and preparation described above, paraffin slides were baked at 60°C and deparaffined. Sections were then pretreated with 5% hydrogen peroxide at room temperature for 10 min, target antigen retrieval for 20 min at 99°C and treated with protease plus for 30 min at 40°C. For cryosections, samples were rinsed with 0.3% Triton X-100/PBS, quick pretreatment with hydrogen peroxide, target retrieval for 5 min at 99°C, rinsed with 100% ethanol and baked for 5 min at 60°C. All sections were then incubated with the appropriate hybridization probes for 2 h at 40°C. Probes purchased from ACDbio: *Smo* (577901-C3), *Ptch1* (402811-C2), *Gli1* (311001-C3), *Foxd1* (495501-C3), *Cdk6* (570091-C1) and *Dio3* (561641-C2). Images were obtained using a Fluoview FV4000 confocal microscope (Olympus) or Axio Imager.M2 with Apotome.2 microscope system (Zeiss). All figures were assembled using Photoshop and Illustrator (Adobe).

### Hematoxylin and Eosin staining

Sections were deparaffinized using xylene, rehydrated with stepwise ethanol/water solutions, stained with hematoxylin for 7 min, rinsed with acid alcohol and ammonia water for 15 s, counterstained with eosin for 6 min and dehydrated using an ethanol gradient. Sections were washed using xylene and mounted for microscopy using xylene diluted Permount (Fisher Chemical).

### Statistical analyses

The number of biological replicates and the statistical analyses employed are detailed in the corresponding figures and figure legends. Data are presented as mean±s.e.m. Retinal length and diameter were quantified for each side of the retina (temporal and nasal) starting from the ONH to the ciliary margin across three biological replicates. Similarly, retinal layer thickness quantifications were obtained at equidistant areas from the ONH across all samples. For cell-type histological quantifications, single or double fluorescently labelled cells were calculated across at least three biological replicates and normalized per area (0.1 mm^2^). For all pairwise analyses to obtain means and *P*-values, unpaired two-tailed Student's *t*-tests were performed. ANOVA analyses were used to compare across multiple groups. *P*-values<0.05 were considered significant. All statistical analyses and plot generation was performed using Prism 9 (GraphPad).

### Flat-mount preparations

Eyes were enucleated from P21 mice and fixed in 4% PFA/PBS for 30 min at room temperature before retina dissection. Isolated retinas were post-fixed in 4% PFA overnight at 4°C, followed by tissue permeabilization in 1% Triton X-100 in PBS for 1 h at room temperature. Samples were blocked in 10% normal donkey serum/1% Triton X-100 in PBS supplemented for 2 h at room temperature, then incubated with primary antibodies diluted in this blocking solution for 72 h at 4°C, washed three times in PBS, then incubated in diluted secondary antibodies overnight at 4°C, and flat-mounted using Fluoromount-G (SouthernBiotech). See Table S2 for details of antibodies used.

### RNA-sequencing

Total RNA from control (*n*=4) and Rax-Cre;SmoCKO (*n*=5) isolated retinas was extracted using the Total RNA Purification Plus Kit (Norgen Biotek, 48300). Bulk RNA-seq was carried by the DNA Technologies and Expression Analysis Core at the UC Davis Genome Center, supported by NIH Shared Instrumentation Grant 1S10OD010786-01. Libraries were generated for 3′-Tag-Seq Gene Expression Profiling at 4 M reads per sample. The fragment size distribution was verified using micro-capillary gel electrophoresis on a Bioanalyzer 2100 (Agilent). These libraries were then sent for quality control using fluorometry on a Qubit instrument (Life Technologies). Finally, 3′-Tag-Seq libraries were sequenced via single-end sequencing on the HiSeq 4000 (Illumina). Raw sequencing reads were assessed for quality. Adapters and low-quality bases were trimmed and cleaned reads were then aligned to the mouse reference genome. Gene-level counts were quantified using featureCounts from the Subread package, based on the corresponding gene annotation file (Ensembl). Differential gene expression analysis was performed. Genes with an adjusted *P*-value <0.05 and absolute log2 fold change >1 were considered significantly differentially expressed.

### EdU birthdating

Timed-pregnant dams were administered a single intraperitoneal injection of 25 mg/kg EdU at E17 and offspring were collected at P1, paraffin embedded and sectioned. Tissues were pre-treated in 0.01 M sodium citrate buffer (pH 8) at 95°C twice for 5 min, then acid washed using 2 N HCl with 0.5% Triton X-100 in PBS for 1 h at room temperature. EdU detection was performed using Click-iT kit, according to the manufacturer's protocol (Thermo Fisher Scientific, C10337). Immunostainings were performed in combination with Edu Click-it kit staining.

## Supplementary Material

10.1242/develop.205143_sup1 Supplementary information

Table S1. RNA-Sequencing expression data from control and Rax-SmoCKO E13.5 eyes. Normalized RNA-seq counts for genes detected in four control (CONTROL1-4) and four Rax-SmoCKO (SMO1-4) samples.

# Supplementary material for: Roles of sonic hedgehog signaling in retinal patterning and neurogenesis during mammalian eye development
**Source:** Development. 2026 May 12;153(9):dev205143. doi: 10.1242/dev.205143
**Supplement:** Supplementary information

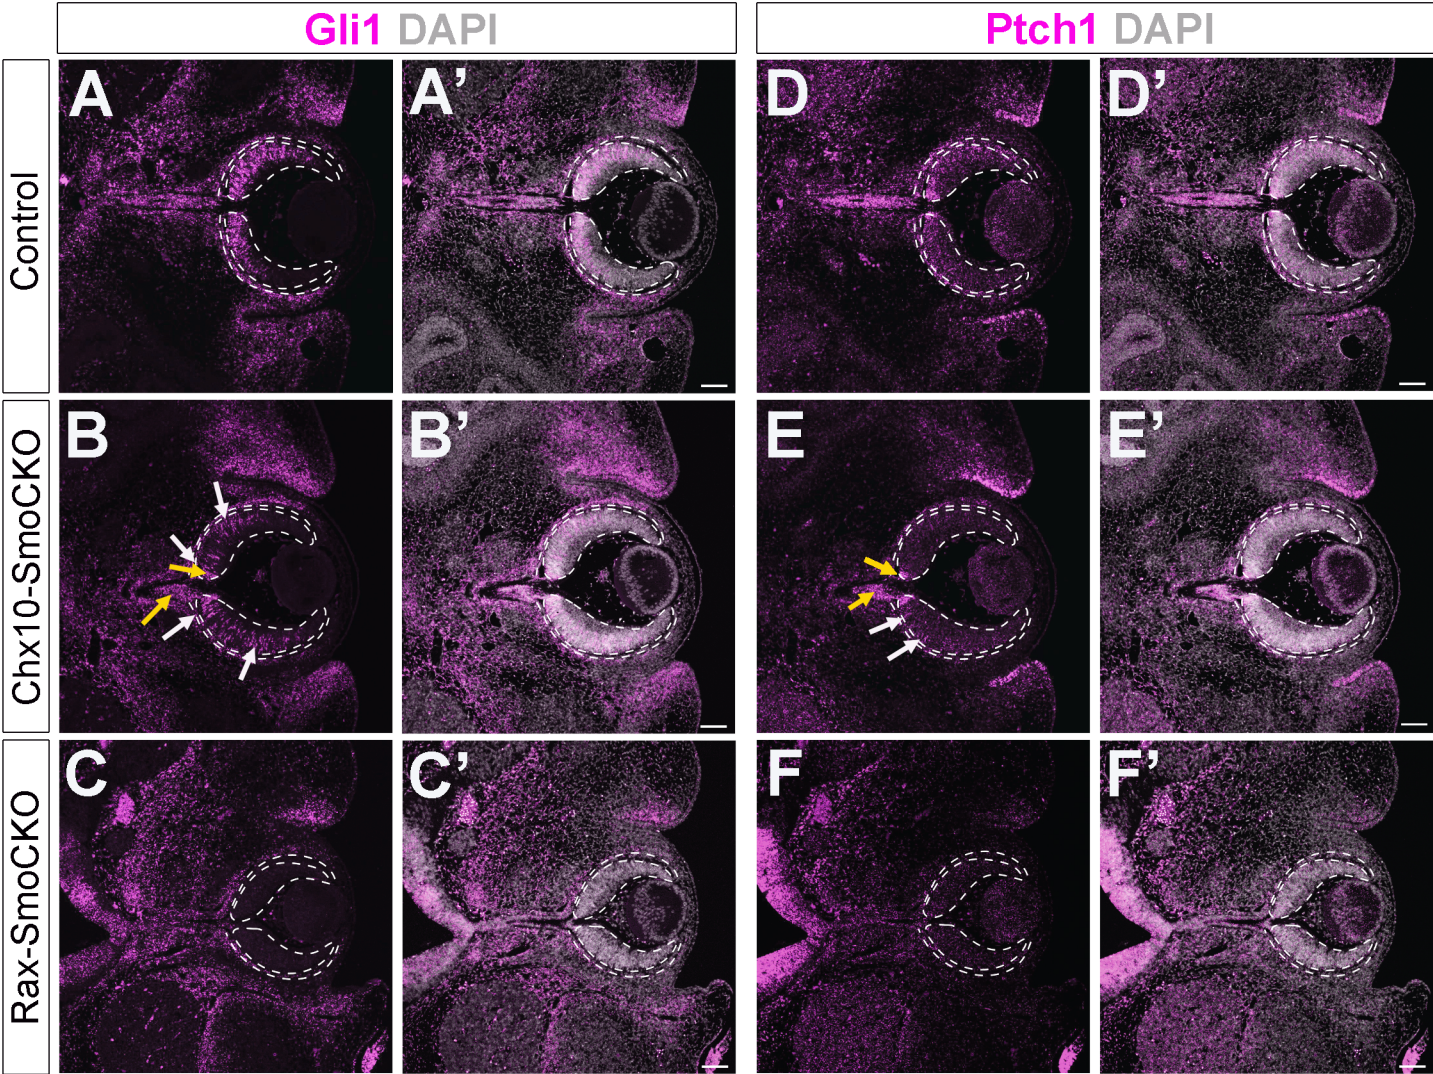

Fig. S1. Downregulation of *Gli1* and *Ptch1* upon *Smo* ablation.
A-C') RNAscope in situ hybridization of *Gli1* (magenta). **D-F')** RNAscope in situ hybridization of *Ptch1* (magenta). In all cases, the tissue was counterstained with DAPI (gray, A', B', C', E', E', F'). Note the mosaicism of the Chx10-SmoCKO model reflected in patches of *Gli1*+ and *Ptch1*+ in RPCs (white arrows) and high levels of both *Gli1* and *Ptch1* in the ONH and optic stalk (yellow arrows). Scale bar: 100 microns

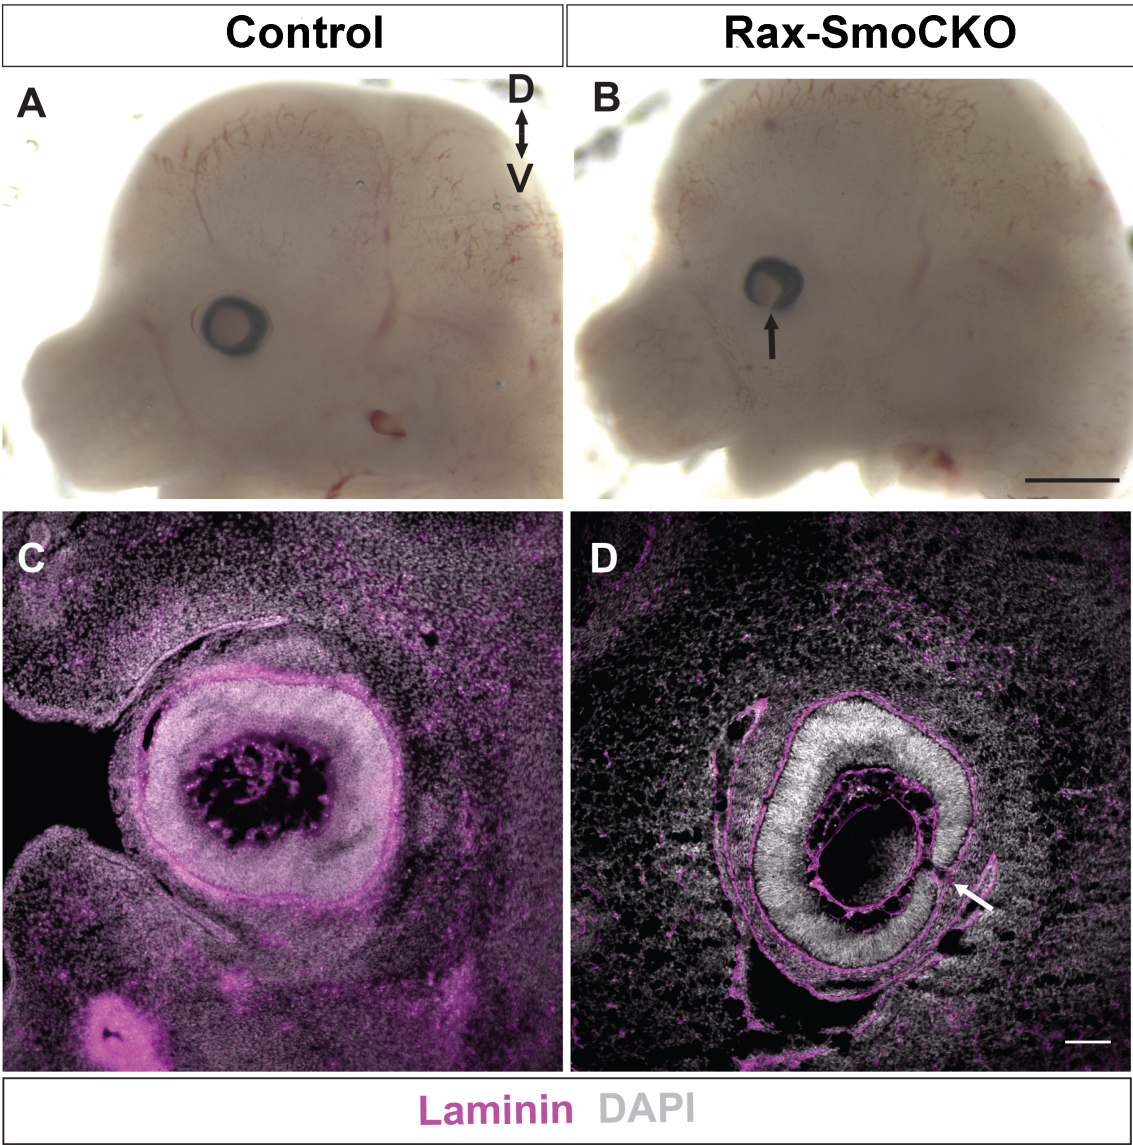

Fig. S2. Only Rax-SmoCKO mice exhibit coloboma

A-B) Photomicrographs of control and Rax-SmoCKO mice at E13.5. Note the coloboma in B (arrow). **C-D)** Sagittal sections of E13.5 samples stained with Laminin (magenta) and DAPI (gray). Note the gap in the ventral part of the optic cup in in D (arrow). Scale bars: 1.5mm in A-B, 100 microns in C-D. For these experiments, we examined n = 12 Rax-SmoCKO mutants, n =7 Chx-SmoCKO mutants and n=17 WT eyes.

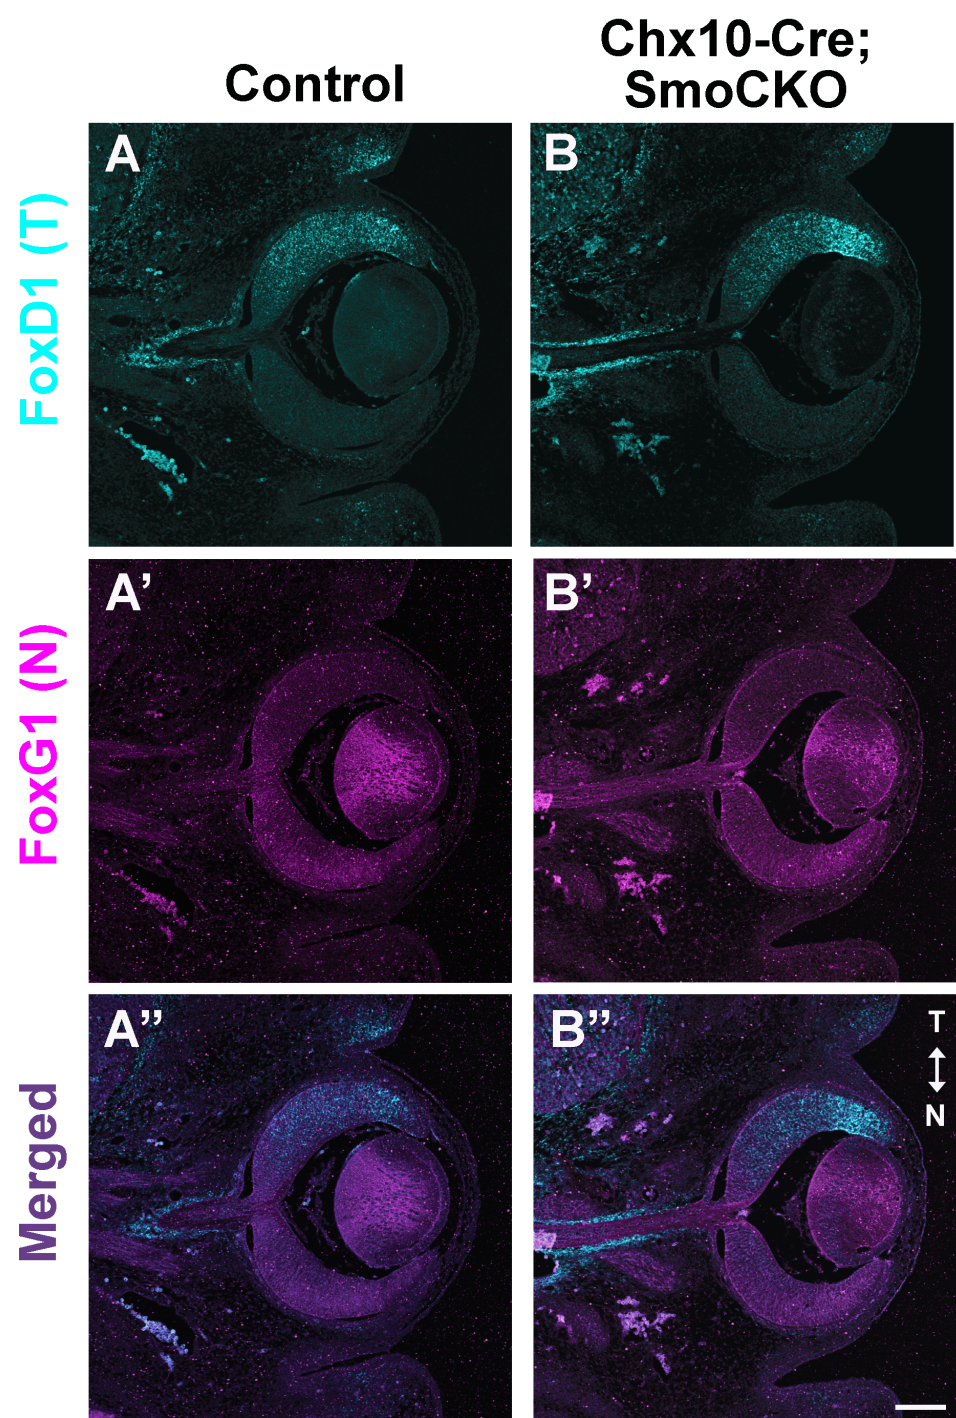

Fig. S3. Nasal-temporal patterning in Chx10-SmoCKO mice.
Horizontal sections with *FoxG1* (teal, **A-A'**) and *FoxD1* RNA ISH (magenta, **B-B'**) at E13.
Scale bars: 100 microns.

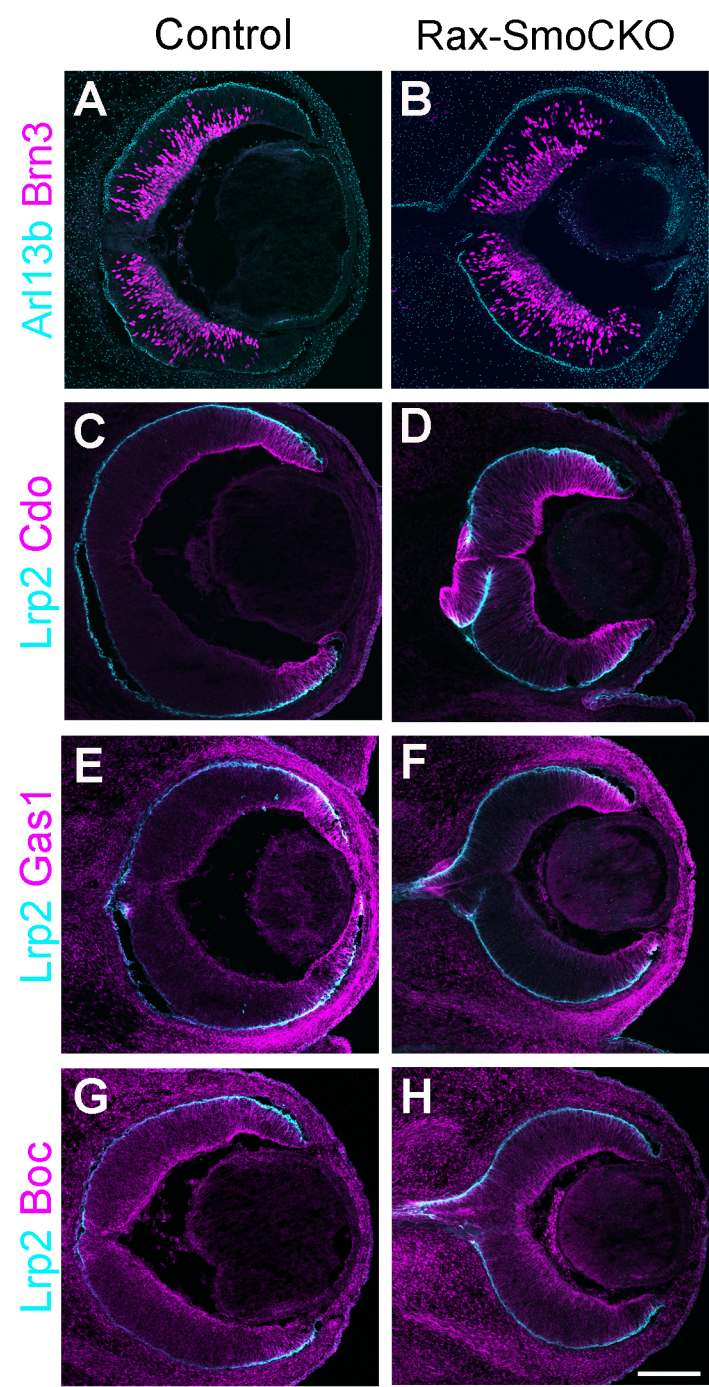

Fig. S4. *Smo* ablation did not affect primary cilia position, nor Shh co-receptor expression.

Immunostaining for Arl13b (teal), a protein enriched in primary cilia, and the RGC marker Brn3 (magenta, **A-B**). The expression of Shh co-receptors were directly compared by labeling with Lrp2 (teal) and Cdo (magenta, **C-D**), Lrp2 (teal) and Gas1 (magenta, **E-F**), and Lrp2 (teal) and Boc (magenta, **G-H**) in E13.5 eyes. Scale bar: 200 microns.

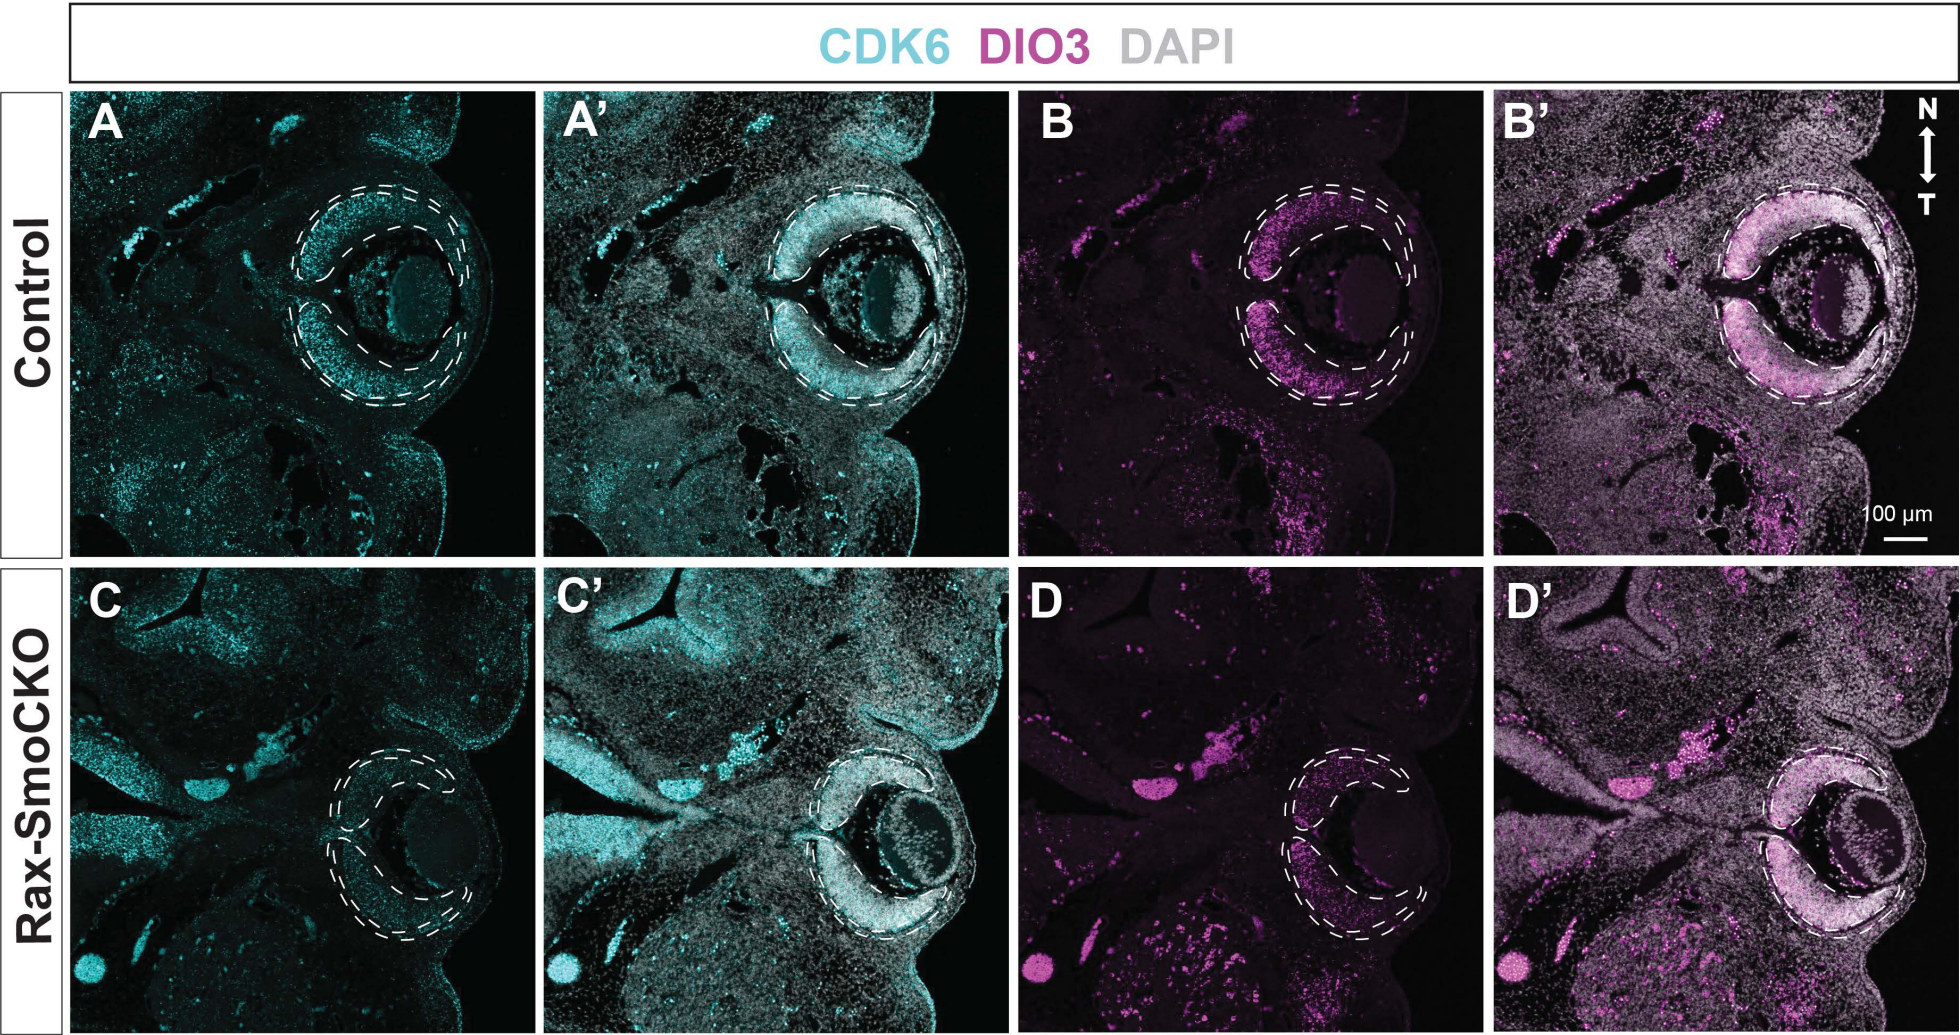

Fig. S5. *Smo* ablation reduced *Dio3* and *Cdk6* mRNA expression in E13.5 retinas.
In situ hybridization (RNAscope) for *Cdk6* (teal, **A-A'** and **C-C'**) and *Dio3* (magenta, **B-B'** and **D-D'**) are shown. All the samples were counterstained with DAPI (gray). Scale bar: 100 microns.

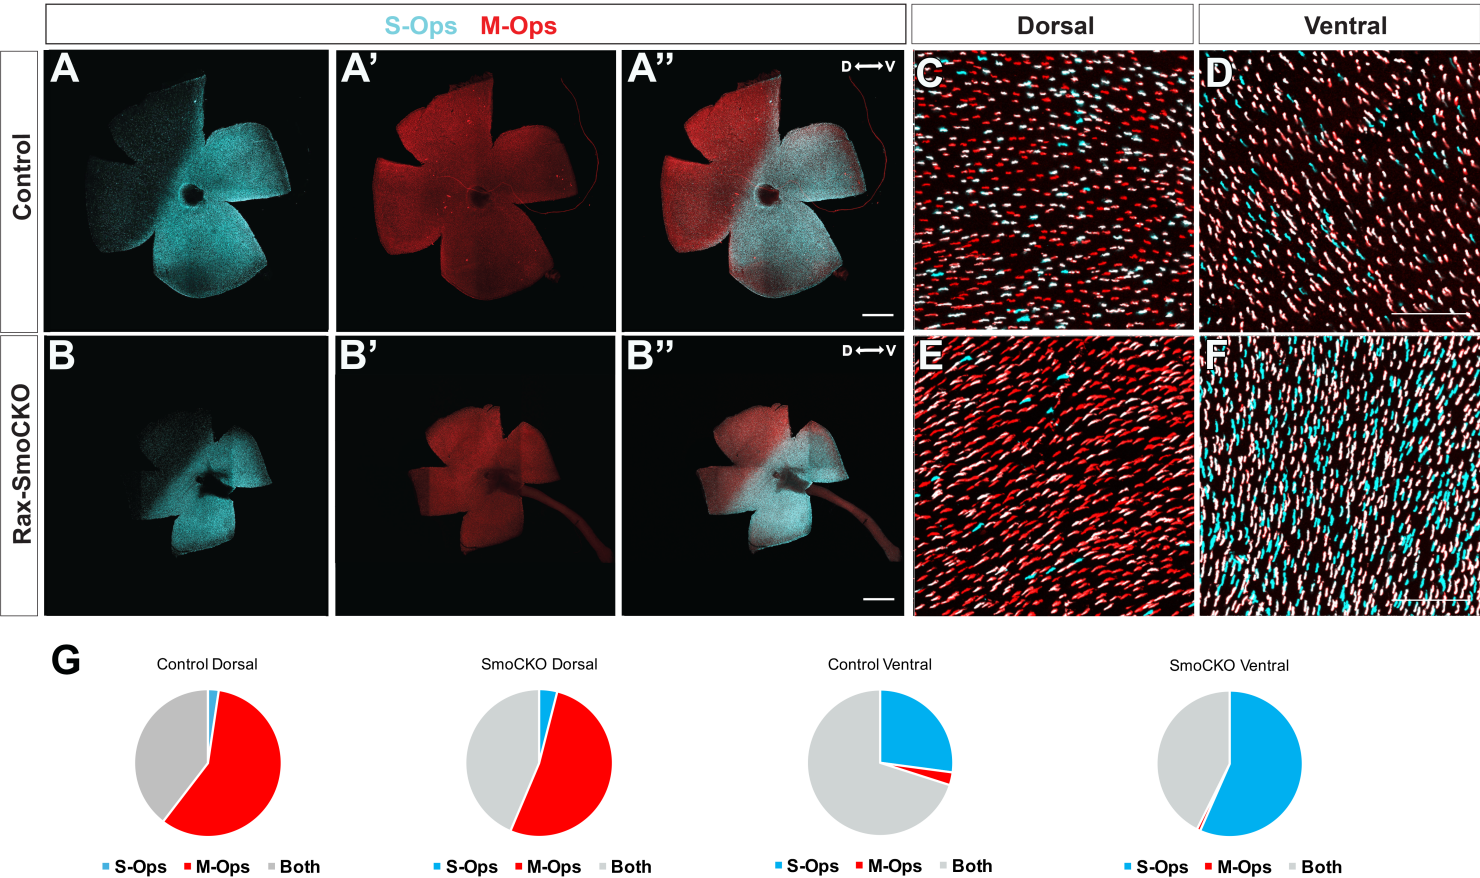

Fig. S6. At P21, Rax-SmoCKO retinas exhibited higher ratios of cone photoreceptor cells and changes in the proportions of cone subtypes in the ventral retina.

A-B'') Flat-mounted retinas stained with Blue-Opsin (S-Ops, teal) and Red/green-Opsin (M-Ops, red). **C-F**) Close-up images of the outer segments in the different regions. **G**) Quantifications of the ratios of cone subtypes, classified as shown in (Nadal-Nicolas et al., 2020). Note the increase in true S-cones in the ventral region of the Rax-SmoCKO retina. Scale bars: 100 microns for A-B'', 50 microns for C-F

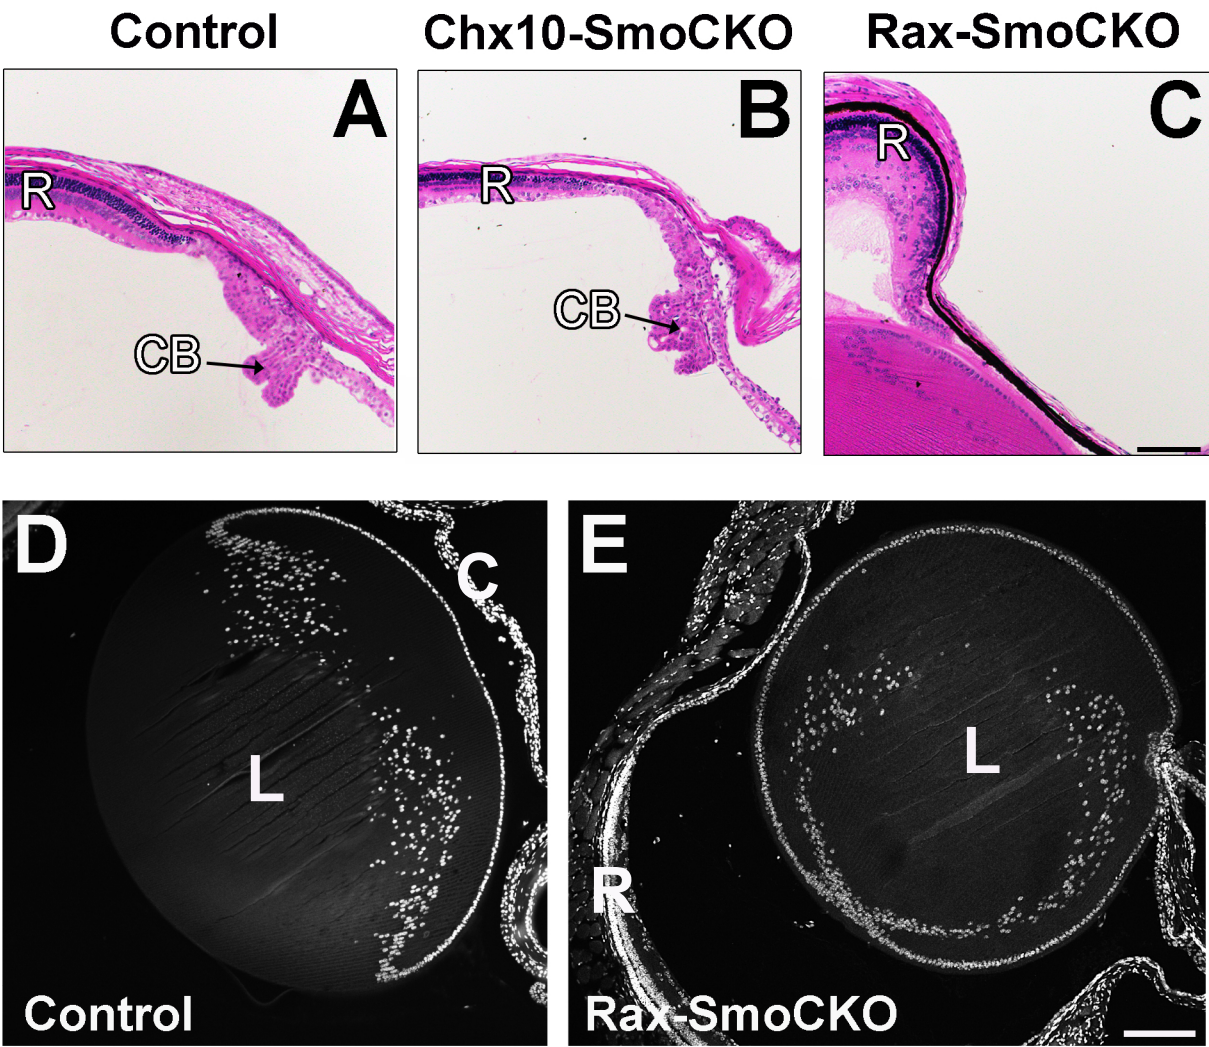

Fig. S7. Rax-SmoCKO mice have defective lenses and lack ciliary bodies. **A-C)** H&E staining of the different mouse lines showing the presumptive absence of ciliary body in Rax-SmoCKO eyes but not in Chx10-SmoCKO. **D-E)** DAPI staining of control and Rax-SmoCKO lens. R: retina, CB; ciliary body, L: lens, C: cornea. Scale bars: 100 microns in A-C, 250 microns in D-E.

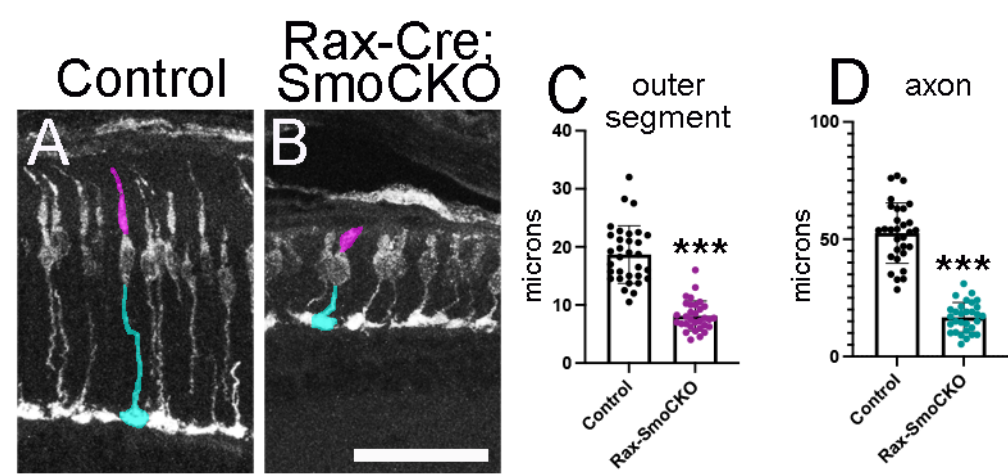

Fig. S8. Cone photoreceptors show altered morphologies at P21 in Rax-SmoCKO mice.

A-B) P21 sections stained with Cone Arrestin (ConeArr, white) show shortened axon length in Rax-SmoCKO mice **C-D**) Quantification of average outer segment and axon lengths in microns. ***p<0.005. Scale bar: 50 microns.

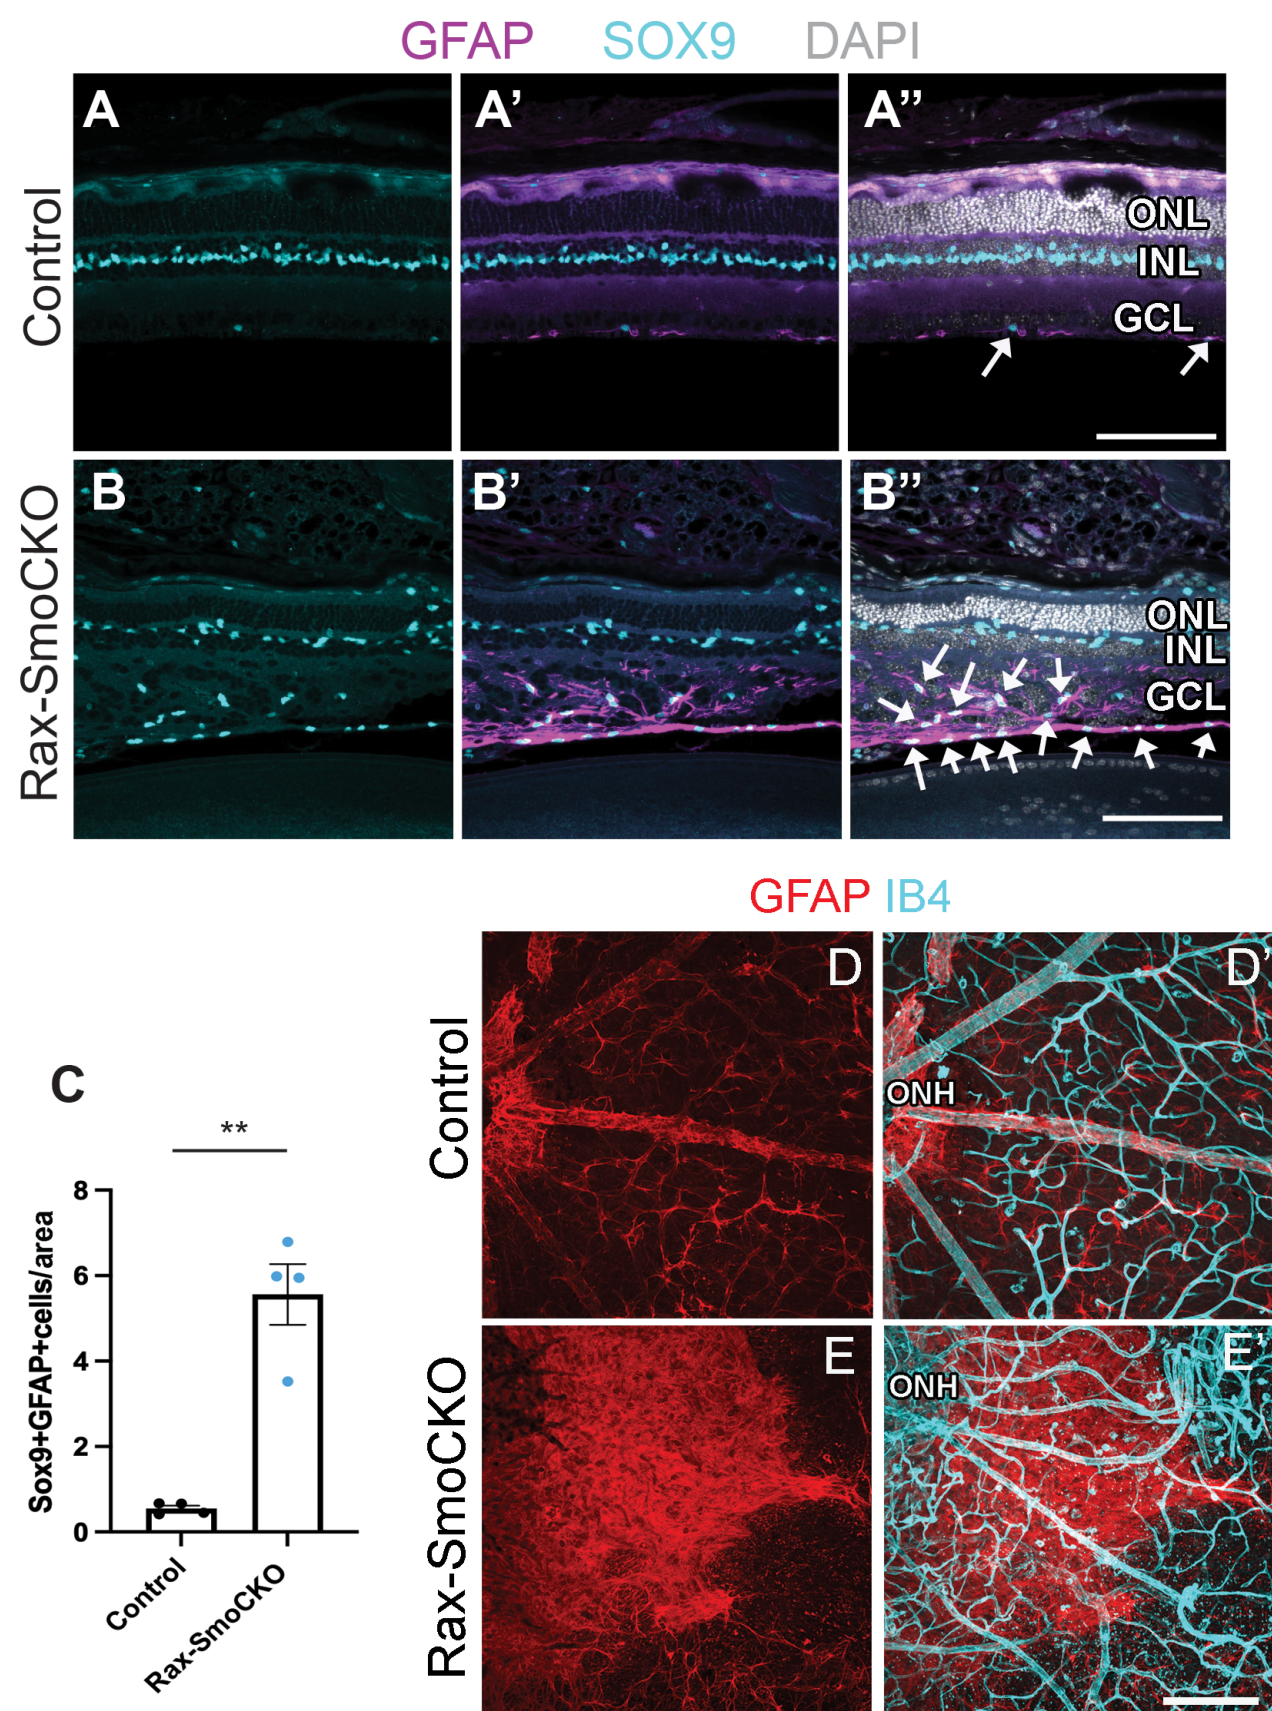

Fig. S9. Rax-SmoCKO mice yield increased number of retinal astrocytes and altered vasculature.

A-B'') P21 retinas stained with Sox9 (teal) and GFAP (magenta), and counterstained with DAPI (gray) show increased number of Sox9+ GFAP+ retinal astrocyte (arrows). **(C)** Quantification of Sox9+GFAP+ astrocytic cells, **p=0.0019. **(D-E)** P21 flat-mounted retinas were stained with GFAP (red) and Isolectin-IB4 (teal). Note the aberrant morphologies in E'. Scale bars: 100 microns.

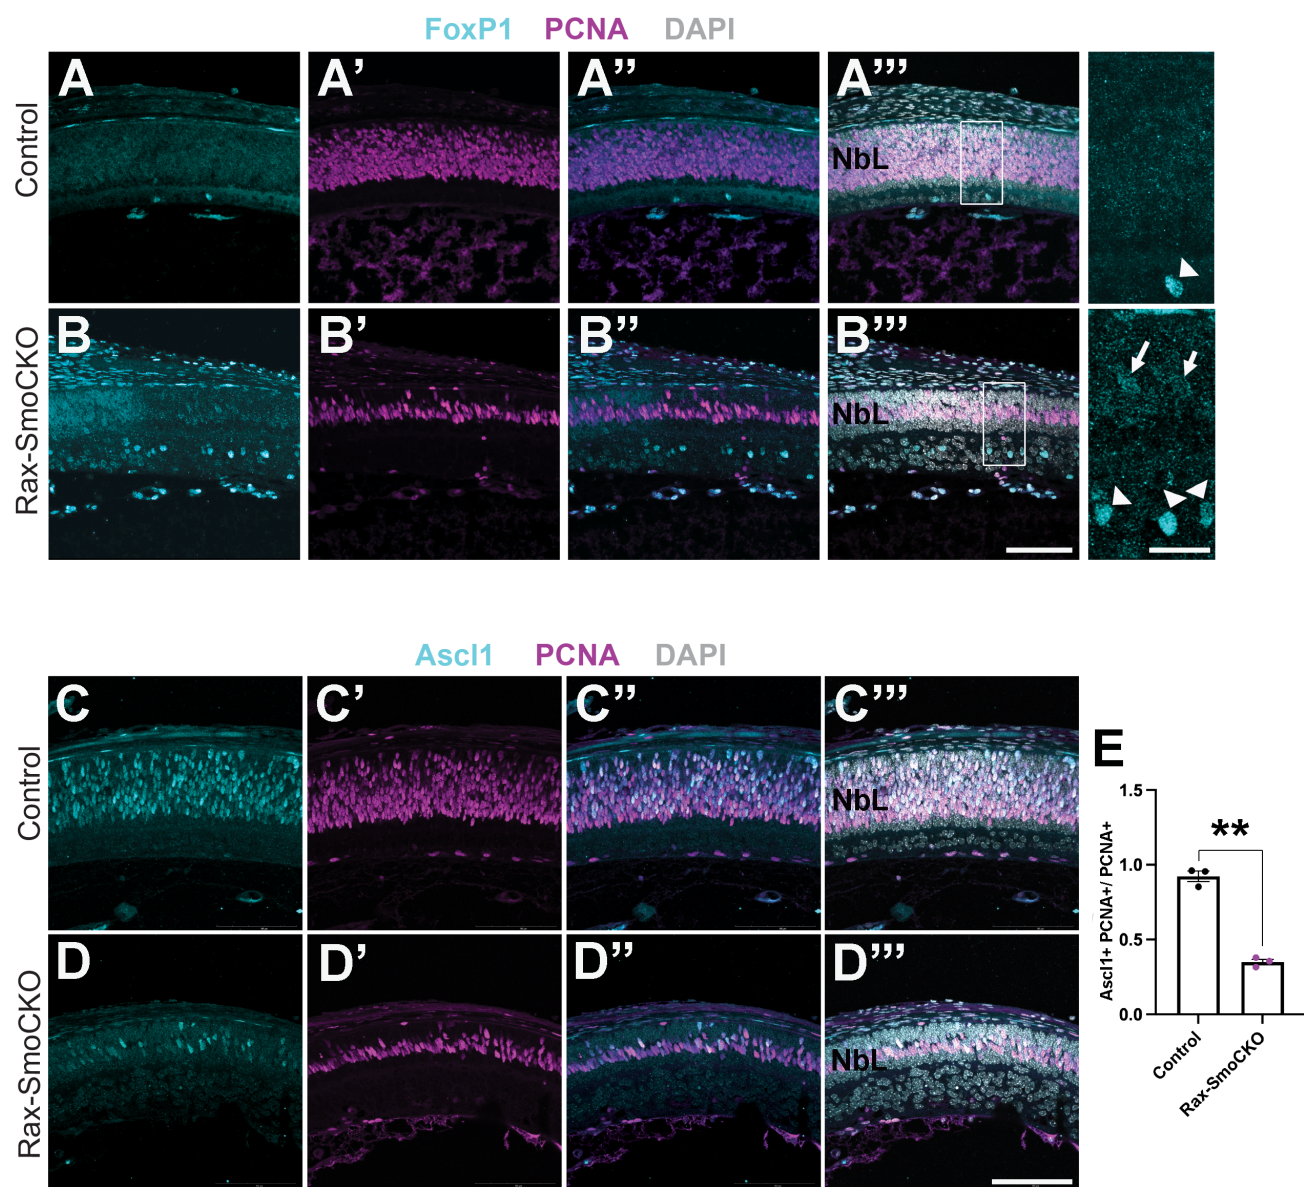

Fig. S10. Rax-SmoCKO mice exhibit altered expression of early and late transcription factors at P1. (A-B''') Staining with FoxP1 (teal) and PCNA (magenta) show increased levels of FoxP1 in Rax-SmoCKO RPCs (arrows). Please note that FoxP1 is also expressed in a subpopulation of RGCs (FoxP1+ cells located in the GCL, arrowheads). (C-D''') Staining with Ascl1 (teal) and PCNA (magenta) show less Ascl1+ PCNA+ cells in Rax-SmoCKO mice as quantified in (E) ***p=0.0007. Scale bars: 100 microns.

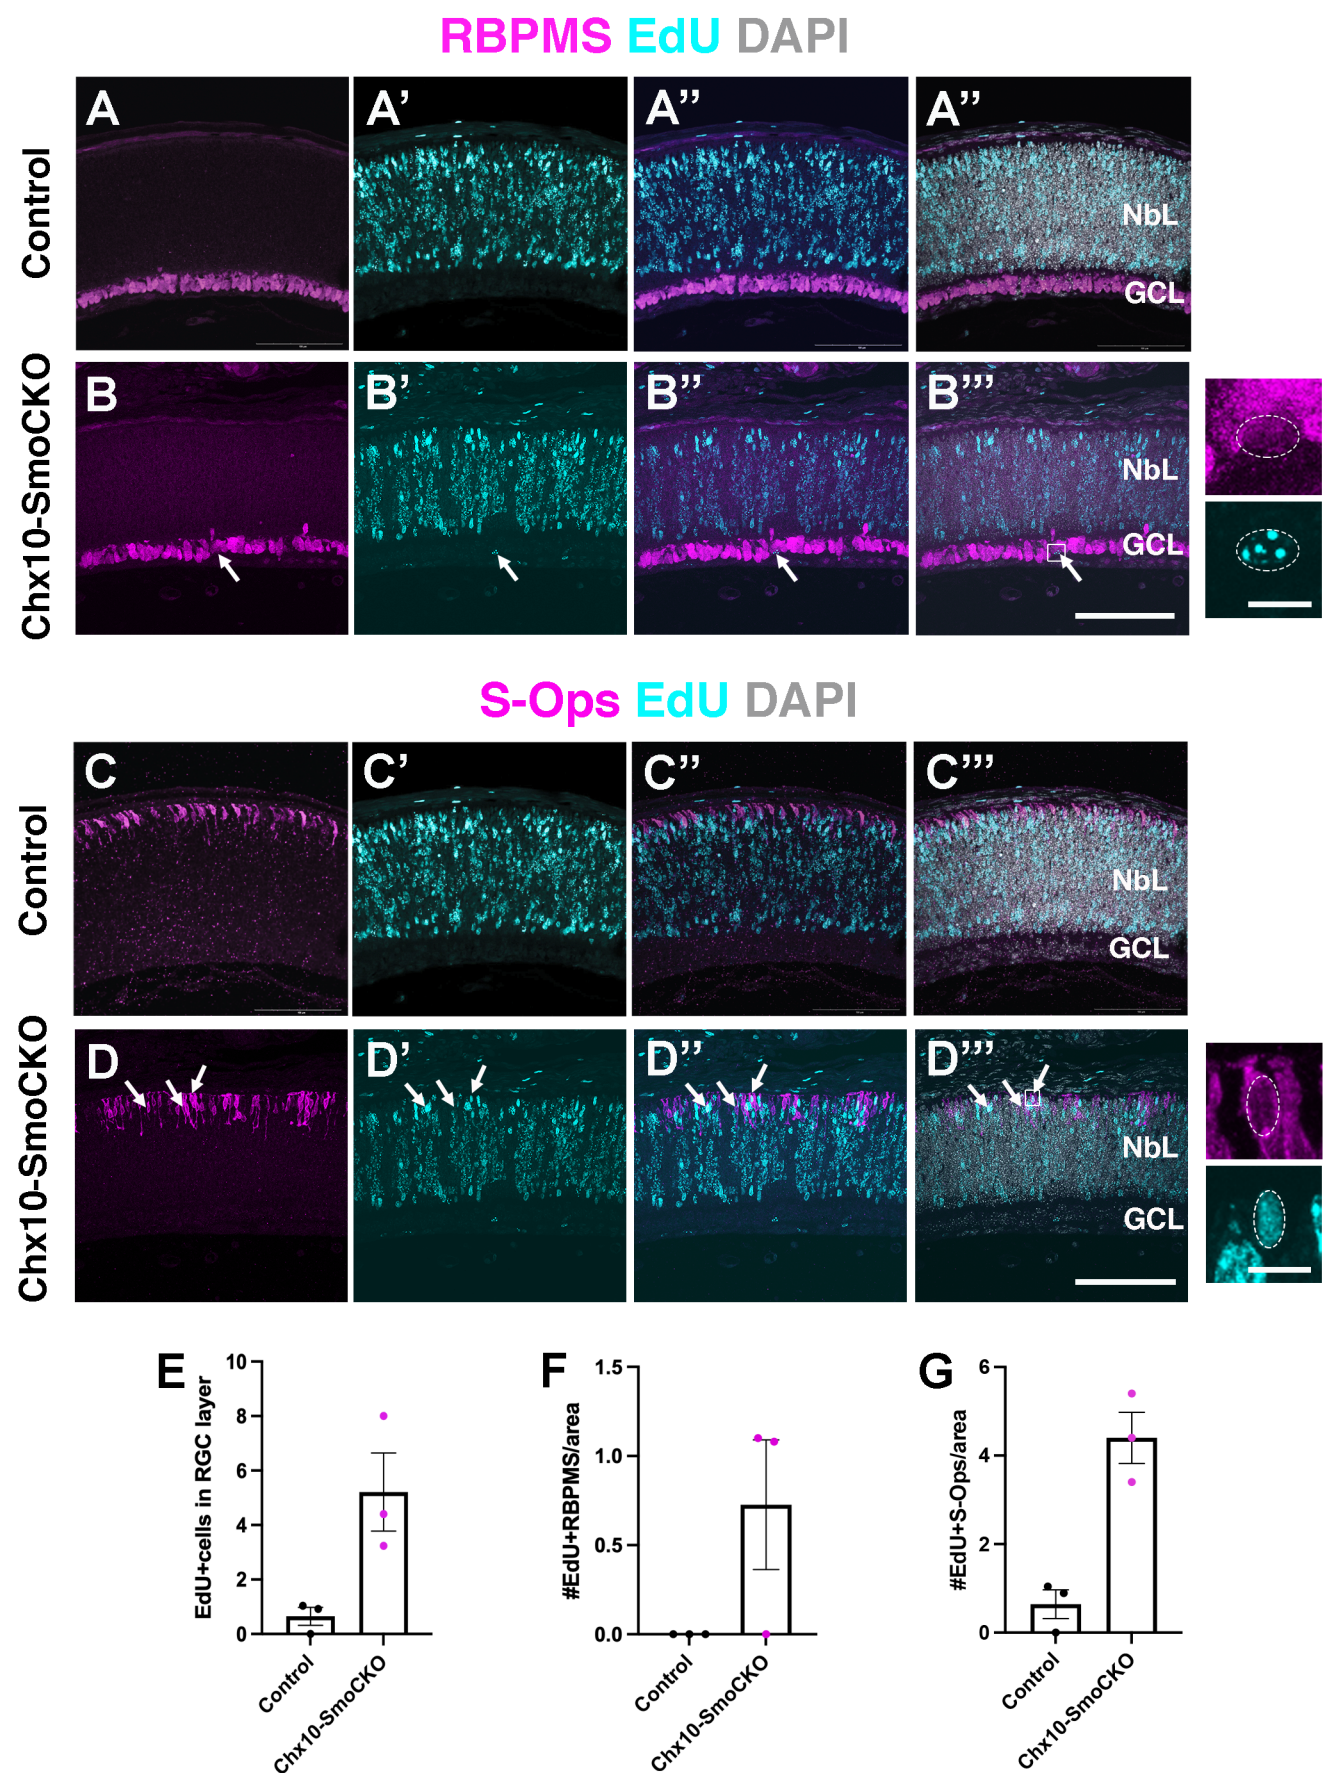

Fig. S11. Neurogenesis timing is altered in Chx10-Cre; SmoCKO retinas. Control and Chx10-SmoCKO mice were injected with EdU at E17 to label RPCs and samples were collected at P2. **(A-B'''')** Co-staining with RBPMs (magenta), EdU (teal), and DAPI (gray) revealed EdU+ RBPMs+ cells in the central retinas of Rax-SmoCKO mice (arrows) but not in controls. A magnification of the area indicated in B''' is shown in the right-most panels. **(C-D'''')** Co-staining with S-Opsin (magenta), EdU (teal), and DAPI (gray). Arrows show EdU+ S-Opsin+ cells. **E-G)** Quantification of number of EdU+ cells in GCL, EdU+ RPBMS+ cells, and EdU+ S-Opsin+ cells, respectively. All datapoints are normalized by area. NbL: Neuroblastic layer, GCL: Ganglion Cell layer. Scale bar: 100 microns and 10 microns in the insets.

Table S1. RNA-Sequencing expression data from control and Rax-SmoCKO E13.5 eyes.
Normalized RNA-seq counts for genes detected in four control (CONTROL1-4) and four Rax-SmoCKO (SMO1-4) samples.

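Each line of Table S1 gives a gene's Ensembl identifier, its symbol, its value in each of the 4 control and 4 Rax-SmoCKO samples, and the mean of each group. In the copy read here, 1998 lines could be compared with the 57180 deposited ones, and all 8 values were equal in each of the 1998. The values are whole-number counts per gene, and their sums differ between samples, so that a gene's mean in a group moves with the depth of its libraries until it is scaled.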

Available for download at
<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.205143#supplementary-data>

Table S2. Primary Antibodies

Antibody	Source	Catalog	Concentration	RRID
Anti-Arl13b (Rabbit)	Proteintech	17711-1AP	1:1000	AB_2060867
Anti-Atoh7 (Rabbit)	Novus	NBP1-88639	1:500	AB_11034390
Anti-AP2-alpha (Mouse)	Thermofisher	3B5	1:200	AB_2199412
Anti-Ascl1	Abcam	AB211327	1:200	AB_2924270
Anti-Boc (Goat)	R&D Systems	AF2385	1:500	AB_2066909
Anti-BRN3 (Goat)	Santa Cruz	sc-6026	1:100	AB_673441
Anti-Calbindin (Mouse)	Neuromab	73-452	1:250	AB_2629417
Anti-Calretinin (Goat)	Swant	CG1	1:200	AB_10000342
Anti-Cdo (Goat)	R&D Systems	AF2429	1:500	AB_2078891
Anti-Cone Arrestin (Rabbit)	Millipore	Ab15282	1:400	AB_1163387
Anti-CRX (Mouse)	Abnova	H00001406-M02	1:200	AB_538009
Anti-FoxG1 (Rabbit)	Abcam	Ab196868	1:200	AB_2892604
Anti-FoxP1	Cell Signaling	2005	1:200	AB_2106979
Anti-Gas1 (Goat)	R&D Systems	AF2644	1:500	AB_2107951

Anti-GFAP<br>(Mouse)	Abcam	Ab7260	1:100	AB_305808
Anti-Glutamine<br>Synthetase (Mouse)	Millipore	MAB302	1:100	AB_2110656
Ib4 lectin	Life<br>Technologies	I21411	1:100	AB_2314662
Anti-Laminin (Rabbit)	Abcam	AB11575	1:500	AB_298179
Anti-Lrp2 (Rabbit)	Abcam	AB76969	1:1000	AB_10673466
Anti-Op sin Red/Green<br>(Rabbit)	Millipore	AB5405	1:200	AB_177456
Anti-Op sin Blue<br>(Goat)	Santa Cruz	sc-14363	1:200	AB_2158332
Anti-OTX2<br>(Goat)	R&D Systems	AF1979	1:200	AB_2157172
Anti-PAX2<br>(Rabbit)	Biolegend	901001	1:1000	AB_2565001
Anti-PAX6<br>(Mouse)	Santa Cruz	sc-32766	1:50	AB_628107
Anti-PCNA (Mouse)	Invitrogen	13-3900	1:200	AB_86593
Anti-PH3<br>(Rabbit)	Thermo Fisher	PA5-17869	1:100	AB_10984484
Anti-RBPMS (Rabbit)	Proteintech	15187-1-AP	1:400	AB_2238431
Anti-SOX2<br>(Goat)	R&D Systems	AF2018	1:100	AB_355110
Anti-SOX9<br>(Rabbit)	Millipore	AB5535	1:200	AB_2239761
Anti-TUJ1<br>(Mouse)	BioLegend	801201	1:500	AB_2313773

Table S3. Secondary antibodies

Antibody	Source	Catalog	Concentration
Alexa fluor 488 donkey anti-mouse	Invitrogen	A21202	1:200
Alexa fluor 568 donkey anti-mouse	Invitrogen	A10037	1:200
Alexa fluor 647 donkey anti-mouse	Invitrogen	A31571	1:200
Alexa fluor 488 donkey anti-rabbit	Invitrogen	A21206	1:200
Alexa fluor 568 donkey anti-rabbit	Invitrogen	A10042	1:200
Alexa fluor 647 donkey anti-rabbit	Invitrogen	A31573	1:200
Alexa fluor 488 donkey anti-goat	Invitrogen	A11055	1:200
Alexa fluor 568 donkey anti-goat	Invitrogen	A11057	1:200
Alexa fluor 647 donkey anti-goat	Invitrogen	A21447	1:200

How the deposited data were processed for this re-analysis (not part of the article)

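Isolated retinas of control and Rax-SmoCKO mouse embryos, at E13.5 by the study's results, were profiled by 3′-Tag-Seq with the QuantSeq forward kit, which keeps the strand and adds molecular identifiers. The authors trimmed the reads, aligned them to the mouse genome and counted them per Ensembl gene with featureCounts. The submitters' processing notes name STAR 2.7.0e, limma and the builds GRCm38, mm10 and GRCh38. Whether molecular identifiers were collapsed and whether counting used strand is not given in the sources used here. The deposited table holds whole-number counts per gene for 8 libraries and the authors' mean count of each group. Samples were assigned to groups by their titles and genotypes, which pair with the columns by name, and 4 libraries entered each group.

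Total counts were 3017480 to 4615667 per library. No pair of libraries of a group differed by less than the sampling noise (chi-square per degree of freedom 2.3 to 10.9). Rows without a gene symbol, 525 in all, held 0.094% of the counts and kept their identifiers. All 37 mitochondrial rows were at 0. Gene positions came from GENCODE M21 on GRCm38, which held 51933 of the 57180 identifiers and all but 304 of the 14730 tested ones.

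The main test was edgeR 4.0.16 in R 4.3.3, with TMM scaling, a quasi-likelihood fit on group alone and Benjamini-Hochberg adjustment over genes with at least 5 counts in at least 4 libraries. Standard errors were taken as the absolute log2 fold change divided by the square root of F. Genes were called at an adjusted p under 0.05, and also with the absolute log2 fold change over 1 that the methods state. CPM use TMM-scaled library sizes. Gene lists, 40 in all, were fixed before the deposited table was examined. Fig. 5B and the first 1998 lines of Table S1 had been seen by then. The values of those lines equal the deposited ones, so the lists were not blind to them. They were tested with camera and fry of limma 3.58.1 on log2 CPM, adjusted over all lists with a test, with a preset correlation of 0.01 and also with an estimated one. The text names the genes that the study names, apart from results that are not reported here, the 10 with the smallest adjusted p in each direction that have a symbol which is not a provisional one, a mean of at least 10 and groups that do not overlap, up to 4 members of each list with the smallest p, and members of the lists of other cell types, sex-linked genes and neighbours of Rax that pass.

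On counts simulated from the real means and library sizes, with 200 of 14498 tested genes changed between 4 control and 4 Rax-SmoCKO libraries, edgeR recovered 34.3% of the genes changed by 0.5 on the log2 scale, 80.6% of those changed by 1 and 95.5% of those changed by 2. Of its calls, 3.45% were unchanged genes. A second draw, on 14476 tested genes, was split at a mean of 50 counts per library. Camera and fry called the 1 shifted list and 0 of the others. The simulated genes were drawn independently and the lists at random. This therefore does not show how camera behaves on lists of correlated genes, such as the RGC list (estimated correlation 0.49).

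Alternatives were DESeq2's size factors, library size alone, the DESeq2 1.42.0 Wald test, limma-voom, limma-trend on log2(count + 1) without scaling, a minimum of 10 counts, no filter, the replicate number as a block, a covariate for sex, unadjusted p-values, and leaving out each library. Added after the data were seen were DESeq2 without independent filtering, Welch's test on unscaled counts, and leaving out the 2 libraries richest in lens genes or the 2 with Y-linked counts. All 35 splits of the 8 libraries into 4 and 4 were fitted. Pictures were drawn with matplotlib 3.10.9.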

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

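The tests of the genes near Rax, of the chromosome 2 genes, of the horizontal and amacrine genes and of the photoreceptor genes without Dct were chosen after these results were seen, those on sex and lens tissue after the counts per library were seen but before the values they gave, and the splits before the data were seen. In 110 groups of 4 libraries (totals, gene lists and called genes), 12 libraries stood apart, and chance gives about 5% of groups. Control replicate 2 was highest in lens genes at 16339 CPM (6.62 to 12.0 in the other controls), Wnt response genes at 720.9 (399.4 to 430.2), CDK inhibitors at 555.2 (446 to 454.3), horizontal and amacrine genes at 1738 (1574 to 1589) and Hedgehog transducers at 886.4 (861.9 to 865.6). Control replicate 3 was lowest in Hedgehog target genes at 73.6 (107.8 to 113.1) and in Zfp704 at 99.9 (125.4 to 126.8). Control replicate 4 was lowest in ventral retina genes at 737.0 (810.2 to 823.8) and highest in synaptic vesicle genes at 1343 (1228 to 1245). Rax-SmoCKO replicate 2 was highest in ventral retina genes at 872.2 (740 to 753.0), erythroid genes at 3854 (926.3 to 1210) and Rbmxl1 at 72.5 (64 to 65.2).

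Of the 14 genes past an adjusted p under 0.05, the paper does not discuss Grp (log2 fold change 3.65), Ift70b (1.398), Gm7324 (1.00), Lman1 (0.72), Pou3f2 (0.60), Nr0b1 (-3.11), Cwc22 (-0.98), Zfp704 (-0.66) and Rbmxl1 (-0.56). Chance is argued against, but not excluded, for the number of genes. Of 35 splits of the libraries, 1, the real one, gave 14, and the highest other gave 2. A share of 1 in 35 is the smallest that these splits allow. With the fold threshold, 1 split again gave as many as the real 6, and the highest other gave 1. For the number of gene lists past camera's threshold chance stays open. There 4 of 35 splits, the real one among them, gave at least the real 14, and the highest other gave 15.

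Grp, Rax, Raxos1 and Lman1, the 4 tested genes on chromosome 18 of GRCm38 from 65872820 to 66022580, were all above 0, with log2 fold changes of 3.65, 0.35, 1.16 and 0.72, of which Grp and Lman1 passed; Raxos1 overlaps Rax on the opposite strand. A larger share of progenitor cells is argued against, since the other retinal progenitor genes had a median of -0.067. The 18 tested genes within 1.5 Mb on either side had a median of -0.019 and none passed. The interval was bounded by Grp and Lman1, the genes of the region that passed, and not by the known extent of the transgene. The flank therefore does not decide whether extra copies carried by the Rax-Cre transgene raised these genes, which rose unequally. An effect of the transgene and loss of Hedgehog signalling cannot be told apart, because 0 libraries carry Cre with intact Smo.

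Ift70b and Cwc22 lie near each other on chromosome 2, with Zfp385b (log2 fold change 1.02), Rbm45 (0.26) and Prkra (0.22) between them, none of which passed. Reads moving between paralogs are argued against for Ift70b. The summed CPM of Ift70b, Ift70a1 and Ift70a2 differed by 0.885 on the log2 scale and were higher in every Rax-SmoCKO library. The sum does not test reads that match several of these genes, whose handling is not given in the sources used here. A strain haplotype or a transgene insertion linked to this region could change such neighbours, and random sets of tested genes gave as many pairs of called genes within 2.5 Mb with a permutation p = 0.1845. The bound set for this test took any p over 0.05 as evidence against, which was too strong for 1 pair, so a linked haplotype cannot be told apart from a response to Smo loss.

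The RGC genes were higher and the replication genes lower in Rax-SmoCKO, with mean log2 fold changes of 0.33 and -0.24, while sex and lens tissue differed between libraries. Sex as the whole cause is argued against: without the Rax-SmoCKO libraries with Y-linked counts the means were 0.407 and -0.282. The same holds for lens tissue, since without control replicate 2 and Rax-SmoCKO replicate 2 they were 0.336 and -0.260. A lower share of progenitors that raised every other type alike stays open. Above 0 were 10 of 11 photoreceptor genes (mean 0.25, 0.12 without the pigment epithelium gene Dct, and 0.062 with no filter) and 19 of 23 neurogenic precursor genes. These lists share Otx2, Prdm1 and Neurod1. The horizontal and amacrine genes, in which control replicate 2 stood apart, went both ways (mean 0.0116, median 0.02 against 0.30 for the RGC genes, SD between members 0.301). A first bound, on the standard errors of the list means, counted against this explanation. It was replaced by the SD between members after the result was seen. These counts alone cannot tell a change in RGC number from one in RGC transcripts per cell. The paper counted a higher percentage of Brn3+ RGCs in E13.5 sections, which bears on number and not on transcripts per cell. The dissection and the stage of single embryos stay open and were not tested.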

How the results depend on the processing

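DESeq2 without independent filtering, Welch's test and the removals of 2 libraries were chosen after the data were seen. The 14 called genes kept their direction under all alternatives run. Smo, Grp, Ift70b, Gli1, Cwc22 and Gm7324 passed under each setting that gave them an adjusted p, other than Welch's test with adjustment, where 0 genes passed (425 at an unadjusted p under 0.05, 60 with the fold threshold). Across the alternatives 101 of 3975 values of named genes changed sign without passing in either setting, 42 calls were lost and 224 gained. In each case below the cause was not tested. Depth limits the low genes: in a simulation run after the data were seen, edgeR recovered changes of 1 on the log2 scale for 4 of 17 genes with a mean under 50 counts per library and for 47 of 50 others. Shh, at 0.97, has under 20.

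Counts are given for all genes, then with the fold threshold, against 14 and 6. DESeq2's Wald test gave 59 and 1, but left 6871 genes without an adjusted p, among them 5 of the called genes. It called 1 of Smo and the Hedgehog targets (2 in edgeR), 7 of Shh and the RGC genes (0), 7 cell cycle genes (2) and 1 of the thyroid hormone genes (0). Without independent filtering it gave 57 and 9, all 14 genes among the 57, and 4, 5, 5 and 1 for these groups. Limma-trend gave 15 with the fold threshold and 0 cell cycle genes. With no filter the counts were 289 and 110, and 5, 20, 8 and 2 for the groups. Unadjusted p-values gave 1397 and 138, then 5, 28, 40 and 3, and 3 co-receptor or cilium genes. Welch's test gave 0 and 0 with adjustment, with 0 Hedgehog and 0 cell cycle genes. Without adjustment it gave 425 and 60, with 4 genes of Smo and the Hedgehog targets, 21 of Shh and the RGC genes and 1 thyroid hormone gene. The sex covariate gave 4 of Shh and the RGC genes and 1 cell cycle gene, the removal of the libraries with Y-linked counts 3 and 1, and that of the libraries richest in lens genes 1 and 1. Leaving out each library in turn gave 0 to 1 RGC genes, 1 to 2 cell cycle genes and 0 to 1 thyroid hormone genes. Atoh7 passed with no filter (log2 fold change 0.18, adjusted p = 0.00705) and at an unadjusted p (0.18). Over its alternatives its adjusted p was 0.00705 to 1.

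The replicate number as a block gave 38 and 11 genes, 8 RGC genes and 1 thyroid hormone gene. The numbers do not pair the libraries: deviations of same-numbered libraries correlated at 0.0915, 0.236, -0.0557 and 0.0398, and only control replicate 2 correlated best with its own number. With the block, pigment epithelium genes had an adjusted p of 0.0505 in camera.

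Of the gene lists, 14 passed with camera, 0 with an estimated correlation and 5 with fry. DESeq2 and Welch's test give no value for lists. The mean log2 fold change of the lens genes, -4.49, was -6.15 to 3.93 with each library left out in turn, turned to 3.93 without control replicate 2 and to 2.29 without the libraries richest in lens genes. With limma-voom it was -0.19 and with limma-trend -0.16. With the sex covariate the means of the pigment epithelium and mesenchyme lists turned to -0.20 and -0.21, and without the libraries with Y-linked counts to -0.15 and -0.21, and that of the erythroid list to -0.40.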

Differences from the paper's values

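Fig. 5B heads its column as log2 fold change. For the 11 genes of its Shh block the values match the log2 ratio of the mean counts, and for the 16 genes of the RGC and cell cycle blocks they match the ratio itself, so each gene was compared on its own scale, within 1 unit of the second digit. On these scales 27 of 27 genes match the ratio of unscaled mean counts. The P-values match Welch's test on unscaled counts, without adjustment, for 26 of 27, that test having been chosen after the values were seen. For Atoh7 the test gave 0.108, and the mean count in control was 9749, against about 9500 in Fig. 5B, read by eye.

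With scaling, Gli2 had a log2 fold change of -0.073, against the paper's value of about 0.01 in Fig. 5B, read by eye. Of the alternatives set before the data were examined, only leaving out Rax-SmoCKO replicate 4 gave a value on the paper's side (0.0024). Cdon had 0.18, against the paper's value of about 0.27 in Fig. 5B, read by eye, a difference over the standard error. Library size alone, DESeq2's Wald test, limma-voom, limma-trend and leaving out control replicates 1 or 3 or Rax-SmoCKO replicates 3 or 4 gave values within the error of the paper's, and the other alternatives did not. The paper's methods give 5 Rax-SmoCKO samples, and 4 were analysed here.

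The paper's text names 15 genes as changed, and 4 of them, Smo, Gli1, Cdk6 and Ccnd1, passed an adjusted p under 0.05 in edgeR. At the fold threshold that the methods add, 2 passed, and Cdk6 (-0.82) and Ccnd1 (-0.50) did not. All but Calb1 had the direction that the paper gives. Calb1 had a log2 fold change of -0.23 (adjusted p = 0.86), where the text names it as higher. It had 6 counts in Rax-SmoCKO replicate 4, 14 to 22 in the other Rax-SmoCKO libraries and 10 to 20 in control. Fig. 5B lists Calb2, at 0.58 (adjusted p = 0.359), which passed with no filter and by both unadjusted tests. The text reports lower Ptch1, higher Shh, Pou4f1, Pou4f2, Pou4f3, Sox4, Nefl and Atoh7, and a loss of Dio3. Adjusted p-values were 0.0679 for Ptch1, 0.277 for Shh, 0.243 for Pou4f1, 0.103 for Pou4f2, 0.377 for Pou4f3, 0.126 for Sox4, 0.226 for Nefl, 0.479 for Atoh7 and 0.0914 for Dio3. The paper has evidence apart from these counts for some of them. It reports lower Ptch1 and Dio3 by in situ hybridization, and higher percentages of Atoh7+ and Brn3+ cells in sections. DESeq2, with or without independent filtering, called Ptch1, Pou4f2, Sox4, Nefl and Dio3, and with it left 6 of the 15 without an adjusted p. With no filter, 12 of the 15 passed, the exceptions being Shh, Pou4f3 and Calb1. At an unadjusted p in edgeR, 14 passed. Leaving out control replicate 3 called Ptch1 and Dio3, the replicate block Pou4f2, Nefl and Dio3, and the sex covariate Pou4f2 and Sox4. Pou4f2 also passed without Rax-SmoCKO replicate 2, without the libraries richest in lens genes and without those with Y-linked counts. Welch's test without adjustment, chosen after the values were seen, called 13 of the 15 and dropped 2, Atoh7 and Calb1. DESeq2 without independent filtering, also chosen after the values were seen, called 9 and dropped 6.

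The paper reports that no significant change was detected in genes expressed within primary cilia. In the cilium list 0 of 35 genes passed in edgeR, while Ift70b, an intraflagellar transport gene outside that list, had a log2 fold change of 1.398 (adjusted p = 0.00141). Ift70b was named after its values were seen. A strain haplotype linked to its region of chromosome 2 cannot be told apart from a response to Smo loss.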

Other observations

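Genes of axons and synapses leaned towards Rax-SmoCKO. These lists share members with the RGC list, L1cam and Syt4 among them, so they are not independent of it. Of 29 genes of axon guidance and adhesion tested, 20 were above 0, 6 were higher when adjusted over the list alone and none passed over all genes in edgeR, where 12 were higher at an unadjusted p under 0.05, and 1 passed in DESeq2 and 0 in limma-voom. Among them were L1cam, which binds axons together, with a log2 fold change of 0.51 (standard error 0.12, adjusted p = 0.192), Plxna2 at 0.39 (standard error 0.10, adjusted p = 0.234) and Epha4 at 0.34 (standard error 0.09, adjusted p = 0.243). Of 25 synaptic vesicle genes 22 were above 0, none passed over all genes or over the list alone, and 7 were higher and 1 lower at an unadjusted p under 0.05 in edgeR, with 0 past the threshold in DESeq2 and limma-voom, such as Syt4 at 0.56 (standard error 0.21, adjusted p = 0.435, and 0.33 without Rax-SmoCKO replicate 4). Both sets were higher with camera (adjusted p = 0.000354 and adjusted p = 1.75e-05), and with an estimated correlation the values were adjusted p = 0.0918 and adjusted p = 0.529. Of 11 photoreceptor genes 10 were above 0 (camera, adjusted p = 0.0379, and adjusted p = 0.477 with an estimated correlation), and the call was lost without control replicates 2 or 3 or Rax-SmoCKO replicates 3 or 4 (adjusted p = 0.0882, 0.113, 0.114 and 0.21), with a minimum of 10 counts (adjusted p = 0.0712) and with no filter (adjusted p = 0.199), where the mean log2 fold change of the photoreceptor genes was 0.062 in place of 0.25. It was also lost without Dct (adjusted p = 0.0788), a gene of the pigment epithelium list too, at 1.58, and the mean of the other 10 was 0.12, a test chosen after the values were seen. The 21 horizontal and amacrine genes were divided, with 11 above 0 and 10 below (camera, adjusted p = 0.774).

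Of 12 genes expressed by early retinal progenitors 10 were below 0, and 4 were lower when adjusted over the list alone, among them Hmga2 at -0.49 (standard error 0.16, adjusted p = 0.345), Igf2bp1 at -0.19, Foxp1 at -0.16 and Lin28b at -0.28. The set was lower with camera (adjusted p = 0.00394, and adjusted p = 0.472 with an estimated correlation), and the call was lost without both libraries with Y-linked counts (adjusted p = 0.0802) and with the sex covariate (adjusted p = 0.115). The genes of late progenitors did not pass as a set (adjusted p = 0.354). Of 7 genes of the nasal retina 7 were above 0 (camera, adjusted p = 0.013, and adjusted p = 0.157 with an estimated correlation) and without Rax-SmoCKO replicate 4 the adjusted p of the set was 0.07. The genes of the temporal retina, with Foxd1 among them, did not pass as a set (adjusted p = 0.735). Pax2 had a log2 fold change of -0.18 (standard error 0.48, adjusted p = 0.943), which turned to 0.34 without control replicate 1 and to 0.045 without Rax-SmoCKO replicate 1. By protein staining at E13.5, the paper reports a loss of Pax2+ cells in the nasal optic nerve head and less Pax2 in the ventral retina. RNA of isolated retinas, at means of 16.25 counts in control and 16 in Rax-SmoCKO, does not test that regional loss. Of 20 genes of hypoxia and glycolysis 15 were above 0 (camera, adjusted p = 0.00394, and adjusted p = 0.472 with an estimated correlation), with Pgk1 at 0.39 (standard error 0.13, adjusted p = 0.384).

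Lists of tissues that border the retina varied with single libraries. Pigment epithelium genes summed to 963.1 and 682.2 CPM in Rax-SmoCKO replicates 3 and 2, to 351.3 and 212.1 in replicates 1 and 4, and to 207.9 to 499.7 in control (camera, adjusted p = 0.0108, and adjusted p = 0.699 with an estimated correlation). The call was lost without control replicate 2 (adjusted p = 0.132), Rax-SmoCKO replicate 2 (adjusted p = 0.166) or Rax-SmoCKO replicate 3 (adjusted p = 0.231). Mesenchyme genes around the eye summed to 492.5 in Rax-SmoCKO replicate 2, to 145.2 to 293.8 in the other Rax-SmoCKO libraries and to 159.4 to 293.6 in control (camera, adjusted p = 0.0255, and adjusted p = 0.719 with an estimated correlation). The call was lost without control replicates 1 or 3 or Rax-SmoCKO replicates 2 or 3 (adjusted p = 0.171, 0.102, 0.5 and 0.117). The mesenchyme list also holds Foxd1, which fell. Both calls were lost without the libraries richest in lens genes (adjusted p = 0.563 and 0.431), and that of the mesenchyme genes with a minimum of 10 counts (adjusted p = 0.0712). The direction of both turned with the sex covariate, to means of -0.20 for the pigment epithelium and -0.21 for the mesenchyme genes, and without the libraries with Y-linked counts, to -0.15 and -0.21. Of 6 neighbours of Rax 3 were above 0 and 3 below, and the set was higher (camera, adjusted p = 0.00394, and adjusted p = 0.13 with an estimated correlation). For this set too, an effect of the Rax-Cre BAC transgene cannot be told apart from loss of Hedgehog signalling. The 25 other lists with a test did not pass.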
